# The PR/SET Domain Zinc Finger Protein Prdm4 Regulates Gene Expression in Embryonic Stem Cells but Plays a Nonessential Role in the Developing Mouse Embryo

**DOI:** 10.1128/MCB.00498-13

**Published:** 2013-10

**Authors:** Debora Bogani, Marc A. J. Morgan, Andrew C. Nelson, Ita Costello, Joanna F. McGouran, Benedikt M. Kessler, Elizabeth J. Robertson, Elizabeth K. Bikoff

## Abstract

Prdm4 is a highly conserved member of the Prdm family of PR/SET domain zinc finger proteins. Many well-studied Prdm family members play critical roles in development and display striking loss-of-function phenotypes. Prdm4 functional contributions have yet to be characterized. Here, we describe its widespread expression in the early embryo and adult tissues. We demonstrate that DNA binding is exclusively mediated by the Prdm4 zinc finger domain, and we characterize its tripartite consensus sequence via SELEX (systematic evolution of ligands by exponential enrichment) and ChIP-seq (chromatin immunoprecipitation-sequencing) experiments. In embryonic stem cells (ESCs), *Prdm4* regulates key pluripotency and differentiation pathways. Two independent strategies, namely, targeted deletion of the zinc finger domain and generation of a EUCOMM LacZ reporter allele, resulted in functional null alleles. However, homozygous mutant embryos develop normally and adults are healthy and fertile. Collectively, these results strongly suggest that Prdm4 functions redundantly with other transcriptional partners to cooperatively regulate gene expression in the embryo and adult animal.

## INTRODUCTION

PRDM family members share a characteristic modular structure with the N-terminal PR/SET domain and a variable number of C-terminal zinc finger (ZF) repeats (1–3). Gene targeting experiments have revealed critical roles as cell-type-specific transcriptional regulators of mouse development. For example, targeted loss of *Prdm1* disrupts germ cell specification, forelimb patterning, placental morphogenesis, and postnatal reprogramming of intestinal enterocytes (4–9). Similarly, *Prdm14* plays an essential role in specification of the germ cell lineage (10). Prdm16 promotes brown fat identity and represses the alternative skeletal muscle cell fate (11). Interestingly, a *Prdm16* splice site mutation that creates a hypomorphic allele causes craniofacial skeletal defects (12). Prdm3 and Prdm16 regulate maintenance of hematopoietic stem cell function (13, 14). Prdm9 governs meiotic recombination (15–17). Deregulated expression of several Prdm family members, including PRDM1, PRDM2/RIZ1, PRDM3, PRDM5, PRDM14, and PRDM16, has been implicated in human cancers (1, 3).

The evolutionarily conserved PR/SET domain is 20 to 30% identical to the SET domain found in numerous histone lysine methyltransferases (HMTs) that modify nucleosome structure (18, 19). Several Prdms, including Prdm3, Prdm9, and Prdm16, act directly as histone H3 methyltransferases (1, 3, 20), while others seem to lack intrinsic catalytic activity. Rather, their ability to regulate target gene expression is probably mediated via recruitment of epigenetic partners such as G9a, histone deacetylases (HDACs), Lsd1, and the arginine methyltransferase Prmt5 (21).

The zinc finger (ZF) repeats typically function to mediate nuclear import and sequence-specific DNA binding (1, 3, 21). Unique consensus binding motifs recognized by several family members have been previously characterized. For example, Prdm9 recognizes a 13-mer motif enriched at recombination hot spots (22). Consistent with its proposed role in osteogenic differentiation (23), Prdm5 predominantly binds within the exonic regions of collagen genes in association with RNA polymerase II. Prdm14 binding sites in embryonic stem cells (ESCs) substantially overlap those occupied by Nanog and Oct4, in keeping with its ability to protect ESCs from entering extraembryonic endoderm fates and ensure pluripotency (24). Blimp1/Prdm1 directly silences the promoter regions of key transcription factors such as c-myc, Pax5, and CIITA expressed in B lymphocytes to dramatically shift the developmental program toward a terminal plasma cell fate (25). Similarly, Prdm1 directly represses c-myc expression in macrophages and sebaceous gland progenitors to arrest cell cycle progression, but c-myc is not a target in T cells (26–28). Rather, Prdm1 silences expression of an essential cytokine, interleukin-2 (IL-2), necessary for T cell proliferation (29). A distinct set of Blimp1/Prdm1 transcriptional targets has been characterized in the skin epidermis (30). Genome-wide ChIP-chip (chromatin immunoprecipitation with microarray technology) experiments identified an extended set of Blimp1/Prdm1-occupied promoters in human myelomas (31). Collectively, these experiments suggest that a dynamic process governs cell-type-specific Blimp1/Prdm1 target site selection within the nucleus.

Considerably less is known about transcriptional targets and the functional roles played by other Prdm family members. In particular, Prdm4 was originally identified in a yeast two-hybrid screen as a factor that interacts with the p75 neurotrophin receptor and displays a dynamic pattern of expression in the developing nervous system (32–34). A recent report suggests that Prdm4 controls proliferation and differentiation in neural stem cells (33). Prdm4 has a long N-terminal domain including a zinc knuckle, followed by the PR/SET domain and six C2H2 ZFs (32, 35). As for other PRDMs, Prdm4 interacts with HDACs (36), as well as Prmt5 (33), and its zinc fingers mediate nuclear import (36). However, developmentally regulated expression of *Prdm4* outside the central nervous system and characterization of a loss-of-function allele have yet to be reported.

Here, we describe widespread *Prdm4* expression during early mouse development and throughout adult tissues. The strongest expression was detectable in reproductive tissues. To characterize the Prdm4 DNA binding consensus motif, we performed systematic evolution of ligands by exponential enrichment (SELEX) experiments. To assess Prdm4 occupancy in mouse embryonic stem cells (ESCs), we performed a genome-wide screen via chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq). Interestingly, Prdm4 displays a marked bias toward binding proximally to transcription start sites (TSSs). As expected, targeted deletion of the zinc finger domain (ZFD) encoded by exons 9 to 11 disrupts nuclear import and DNA binding. Expression microarray experiments reveal significant changes in Prdm4-dependent transcriptional profiles in ESCs consistent with a functional role in governing pluripotency and differentiation. Unexpectedly, however, homozygous mutant embryos develop normally and adults are healthy and fertile. We conclude that Prdm4 influences the core regulatory circuitry in cultured ESCs but plays a nonessential role *in vivo*.

## MATERIALS AND METHODS

### ISH and histology.

Embryonic day 6.5 (E6.5) to E9.5 embryos were fixed with 4% paraformaldehyde (PFA) overnight at 4°C, and whole-mount *in situ* hybridization (ISH) analysis was carried out according to standard protocols (37). Prdm4 riboprobes spanning nucleotides (nt) 3081 to 3506 of the sequence with accession no. NM_181650 (kindly provided by Adrian Moore, RIKEN Brain Science Institute, Wako, Saitama, Japan) and the full-length cDNA (IMAGE clone 8862431) were used. For histology, embryos were postfixed in 4% PFA, dehydrated through an ethanol series, embedded in paraffin, sectioned at 8 μm, and eosin counterstained. For section ISH, tissue was fixed overnight in 4% paraformaldehyde, dehydrated through an ethanol series, embedded in paraffin, sectioned at 7 to 8 μm, and processed according to standard protocols. Testes and ovaries were fixed overnight in 4% PFA, dehydrated in ethanol, embedded in paraffin, sectioned at 8 μm, and stained with hematoxylin and eosin.

### Northern blot analysis.

Total RNA was extracted from individual organs of 4-week-old C57BL/6J mice using the TRIzol method (Gibco/BRL). Total RNA (10 μg/lane) was size fractionated on a 1% agarose-formaldehyde gel, transferred onto Hybond N membranes (GE Healthcare), and probed with a ^32^P-random-primed full-length cDNA Prdm4 fragment.

### Gene targeting.

The *Prdm4^ΔZF^* targeting vector was generated by ligating a 6.9-kb 5′ homology region (EcoRI-XhoI) and a 4.6-kb 3′ homology region (AfeI-EcoRV) from the bMQ362d07 bacterial artificial chromosome (BAC) (Source Bioscience, Cambridge, United Kingdom) and the *loxP*-flanked *pgk-hygromycin* cassette (2.1 kb) (38) into a modified version of pBSII-KS(−) (Stratagene). The *hsv-thymidine kinase* (*hsv-tk*) cassette was added outside the 3′ homology region. A NotI-linearized targeting vector (15 μg) was introduced into CCE ESCs by electroporation. Drug-resistant colonies selected in the presence of hygromycin (1.5 μg/ml) and 1-[2′-deoxy-2′-fluoro-β-d-arabinofuranosyl]-5-iodouracil (FIAU) (0.1 μg/ml) were screened by Southern blotting using the restriction enzyme and probe combinations shown in Fig. 5. For excision of the loxP-flanked *pgk-hygromycin* cassette, correctly targeted *Prdm4^+/ΔZF^* clones were transiently transfected with p*MC1Cre* and subsequently screened by Southern blotting. Three excised clones were retargeted to generate doubly targeted *Prdm4^ΔZF/ΔZF^* clones. For biochemical studies, wild-type and *Prdm4^ΔZF/ΔZF^* clones were adapted to grow under feeder-free conditions on gelatin-coated plates in medium containing 1,000 U/ml of leukemia inhibitory factor (LIF). To generate animals carrying the targeted allele, C57BL/6J blastocysts were injected with 12 to 14 *Prdm4^+/ΔZF^* ESCs and transferred into E2.5 pseudopregnant foster females. The following primers and cycling conditions were used for PCR genotyping to distinguish the wild-type and Δ*ZF* alleles: common primer, TGC TTA CAG AGG GTA TGG TAT GA; wild-type primer, GGC CAC CAA ATT CTG TTC TTC A; mutant primer, GAT GGT CAG GTA CAC CCA AGA; 60°C annealing temperature, 40 cycles. The *Prdm4^TA^* (Prdm4EUCOMM) targeting vector (project ID 45696) was obtained from Helmholtz Zentrum München Deutsches Forschungszentrum für Gesundheit und Umwelt (GmbH), Germany. AsiSI-linearized targeting vector (15 μg) was introduced by electroporation into CCE ESCs, and clones were selected in the presence of G418 (200 μg/ml). Drug-resistant colonies were screened by Southern blotting using the restriction enzyme and probe combinations shown in Fig. 9A to identify correctly targeted clones (see Fig. 9B). Correctly targeted *Prdm4^+/TA^* ESCs were used to generate germ line chimeras, and the resulting heterozygous animals were intercrossed to obtain homozygous mice for tissue analysis. The *Prdm4^TA^* allele was excised and converted into the null *Prdm4^LacZ^* allele by crossing heterozygous males with *Sox2.Cre* female carriers (39). The following primers and cycling conditions were used for PCR genotyping: for the *Prdm4^TA^* allele, common primer, GCC ACA GCC ATG ACT ACC TT; wild-type primer, GGA GCT TGT AGG TGG GCT AA; mutant primer, AAA GCA ATA GCA TCA CAA ATT TCA; 58°C annealing temperature, 40 cycles; for the *Prdm4^LacZ^* allele, common primer, AAC TGC ATC AGT TTA TCC CCT A; wild-type primer, ACA TTT CTG GGG GCA GTT TT; mutant primer, AAA GCA ATA GCA TCA CAA ATT TCA. All animal experiments were performed in accordance with Home Office regulations.

### Generation of stably transfected ESCs expressing GFP-epitope-tagged full-length and ΔZF Prdm4.

The full-length *Prdm4* coding sequence was PCR amplified from FANTOM3 clone 4022401E08 using primers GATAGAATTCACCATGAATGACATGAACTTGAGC and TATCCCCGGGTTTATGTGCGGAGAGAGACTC to introduce EcoRI and SmaI restriction sites. Alternatively, to generate the pCAGGS-Prdm4ΔZF-EGFP (enhanced green fluorescent protein) expression vector, the *Prdm4^ΔZF^* coding sequences were cloned from doubly targeted ESCs via reverse transcription-PCR (RT-PCR). The PCR products were cloned into complementary sites of pEGFP-N2 (Clontech), subsequently excised using XhoI and NotI, and inserted into a modified version of pCAGGS (40) containing an internal ribosome entry site (IRES) puromycin resistance cassette. The SalI-linearized vectors were electroporated into gelatin-adapted CCE or *Prdm4^ΔZF/ΔZF^* ESCs, and puromycin-resistant clones were screened for EGFP expression by flow cytometry and Western blot analysis.

### SELEX.

To generate the recombinant Prdm4 zinc finger domain, the coding sequence was PCR amplified from IMAGE clone (ID 8862431) using the primers Forward (GAT AGG ATC CCA TGG GCC AAG CCA CAG CAA GGA AAG G) and Reverse (GAT ACT CGA GTT ATT AGG AGC TGG GCT CTT TGC AGG TCT TCA G) and cloned into XhoI and BamHI sites of modified pET28a (Novagen). The bacterially expressed recombinant protein was induced with 0.1 mM isopropyl-β-d-thiogalactopyranoside (IPTG) and purified, and systematic evolution of ligands by exponential enrichment (SELEX) was performed as previously described (41).

### Cell fractionation and Western blotting.

Total cell lysates were prepared and Western blot analysis was performed as described previously (41) using a mouse anti-GFP monoclonal antibody, JL-8 (Clontech; catalog no. 632381; 1:1,000). Alternatively, isolation of nuclear and cytoplasmic fractions for Western blot analysis was performed as described previously (42).

### EMSA.

Electrophoretic mobility shift assays (EMSAs) were performed as described previously (41). Nuclear complexes were resolved in 0.8% agarose gels, or alternatively, 5% acrylamide gels were used for analysis of His-tagged purified Prdm4. Oligonucleotides used for EMSA probes were as follows: for wild-type *Bahcc1*, GGC CTG GGT CGG CCC GCG GGG ATC CTG GAA ACC GTC CCC GGT TTA TCT CCT T and GGA AGG AGA TAA ACC GGG GAC GGT TTC CAG GAT CCC CGC GGG CCG ACC CAG G; for ΔGAAAC *Bahcc1*, GGC CTG GGT CGG CCC GCG GGG ATC CTG TCC CAC GTC CCC GGT TTA TCT CCT T and GGA AGG AGA TAA ACC GGG GAC GTG GGA CAG GAT CCC CGC GGG CCG ACC CAG G; for ΔCT *Bahcc1*, GGC CTG GGT CGG CCC GCG GGG ATC AGG GAA ACC GTC CCC GGT TTA TCT CCT T and GGA AGG AGA TAA ACC GGG GAC GGT TTC CCT GAT CCC CGC GGG CCG ACC CAG G; for ΔGGGG *Bahcc1*, GGC CTG GGT CGG CCC GCT TTT ATC CTG GAA ACC GTC CCC GGT TTA TCT CCT T and GGA AGG AGA TAA ACC GGG GAC GGT TTC CAG GAT AAA AGC GGG CCG ACC CAG G; for ΔGGGG/ΔCT *Bahcc1*, GGC CTG GGT CGG CCC GCT TTT ATC AGG GAA ACC GTC CCC GGT TTA TCT CCT T and GGA AGG AGA TAA ACC GGG GAC GGT TTC CCT GAT AAA AGC GGG CCG ACC CAG G. Antibody supershifting was performed by the addition of 0.1 μg of anti-Prdm4 rabbit polyclonal antibody (Sigma-Aldrich; HPA024322) or 1 μg anti-GFP mouse monoclonal antibody 3E6 (Invitrogen; A11120) to the binding reaction mixtures.

### Chromatin immunoprecipitation and deep sequencing (ChIP-seq).

Stably transfected ESC clones expressing full-length Prdm4-EGFP (FL-Prdm4-EGFP) (2 × 10^7^ to 3 × 10^7^ cells for each sample) were subjected to ChIP using either 6 μg of anti-GFP monoclonal antibody (Invitrogen; A11120, clone 3E6, IgG2a) or control mouse IgG (Santa Cruz; sc-2025, mouse IgG) as described previously (43). The resulting DNA samples were multiplexed and sequenced using two lanes on an Illumina HiSeq 2000 sequencer.

### Whole-genome ChIP-seq analysis.

Sequence reads were mapped to the mm9 mouse genome release with Stampy using default parameters (44). Peak calling was performed using MACS2 (45, 46), using default parameters to call areas of enrichment in the anti-GFP ChIP over the nonspecific whole-mouse IgG control ChIP. Overlapping peaks with a score of ≥10 in all four replicates were identified, and the core region of overlap was used for further analyses. The genomic distribution of ChIP-seq peaks compared to gene annotations was determined using CEAS (47). Genes of Ensembl release 67 with proximal Prdm4 binding were identified using custom Perl scripts. *De novo* motif finding within ChIP-seq peaks was performed using MEME (48). ChIP-seq peak coordinates were compared to Ensembl Regulatory Features of release 67 and ERV1:RLTR23 regions using custom Perl scripts. Functional annotation of Prdm4 ChIP-seq peaks was performed using GREAT version 2.0.2 using the basal plus extension rule, annotating genes within 5 kb of transcription start sites initially and within 1 Mb where no proximal gene exists (49). Terms with a binomial *P* value of ≤1 × 10^−5^ were considered significant.

For comparison, Smad2 ChIP-seq peak coordinates were downloaded from NCBI GEO accession numbers GSM578474 and GSM578475, and Klf5 ChIP-seq peak coordinates were acquired from the online version of the work of Parisi et al. (50). Genes with proximal Smad2 and Klf5 binding were identified as outlined above. The association between proximal binding and differentially expressed genes was calculated by chi-square test.

### Microarray experiments.

ESCs were washed and directly lysed in TRIzol (Invitrogen) on culture plates. RNA was extracted and Turbo DNase (Invitrogen) treated according to the manufacturers' instructions. The RNA was then cleaned using an RNeasy minikit (Qiagen) and hybridized to Illumina Mouse WG-6 v2 Expression BeadChips as described previously (4). Four biological replicates were performed for *Prdm4^ΔZF/ΔZF^* cells, and six biological replicates each were performed for wild-type and stably transfected ESCs expressing full-length Prdm4-EGFP.

### Microarray data analysis.

Differential expression was determined following rank-invariant normalization by using the Illumina custom error model option with Benjamini and Hochberg false discovery rate. Probes with an Illumina DiffScore of >30, equivalent to a *P* value of <1 × 10^−3^, were considered significant. Probes corresponding to genes in Ensembl release 67 were then compared to Prdm4 binding regions identified by ChIP-seq. Functional annotation analysis was performed using DAVID Informatics Resources 6.7 (51, 52). Enriched gene ontology biological process terms with Benjamini-Hochberg corrected *P* values of ≤2 × 10^−2^ were considered significant.

### qPCR.

Quantitative PCR (qPCR) was performed as previously described (42) with the exception that expression was normalized to *Actb* rather than *Hprt*. Primer sequences used are shown in Data set S1 in the supplemental material.

### Alkaline phosphatase assay.

Cells were plated at 200 cells per well in 6-well plates in the presence of LIF. Cells were then subsequently cultured in the presence or absence of LIF for 4 to 6 days and then stained with the alkaline phosphatase detection kit (Millipore) per the manufacturer's instructions.

### Immunofluorescence microscopy of embryonic stem cells.

ESCs were plated on gelatin-coated coverslips and cultured for up to 3 days. Cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100–phosphate-buffered saline (PBS) before blocking with 10% donkey serum with 1% bovine serum albumin (BSA) and 0.05% Tween 20 in PBS. Primary antibodies used include goat anti-Oct4 (Santa Cruz; sc-8628) and rabbit anti-Nanog (Abcam; ab80892), followed by the appropriate conjugated secondary antibodies: anti-goat Alexa Fluor 488-conjugated antibodies and anti-rabbit Alexa Fluor 555-conjugated antibodies (Molecular Probes/Invitrogen). Coverslips were mounted with Vectashield mounting agent containing 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories; H-1200). Fluorescent images were captured with a Leica epifluorescence microscope.

### Microarray data accession numbers.

The microarray and ChIP-seq data have been deposited in NCBI GEO with the accession numbers GSE46308 and GSE48372, respectively.

## RESULTS

### Prdm4 is widely expressed throughout the developing embryo and adult tissues.

Unlike Prdm1 and Prdm14 transcripts selectively expressed in germ cells at early postimplantation stages, single-cell profiling experiments revealed that Prdm4 transcripts were present at roughly equivalent levels in both the somatic and germ cell lineages (53). Similarly here, whole-mount *in situ* hybridization experiments demonstrate ubiquitous *Prdm4* expression throughout the embryo at E6.5 (Fig. 1A). A striking exception that lacks expression is the ectoplacental cone (EPC), a derivative of the extraembryonic ectoderm. At E7.5 (Fig. 1B) and slightly later at E9.0 (Fig. 1C), we similarly observe uniformly strong expression throughout the embryo proper. In the developing placenta, transcripts are readily detectable in the labyrinth layer, derived from the chorion and allantois, but absent in the spongiotrophoblast layer derived from the EPC (Fig. 1D).

**Fig 1:**
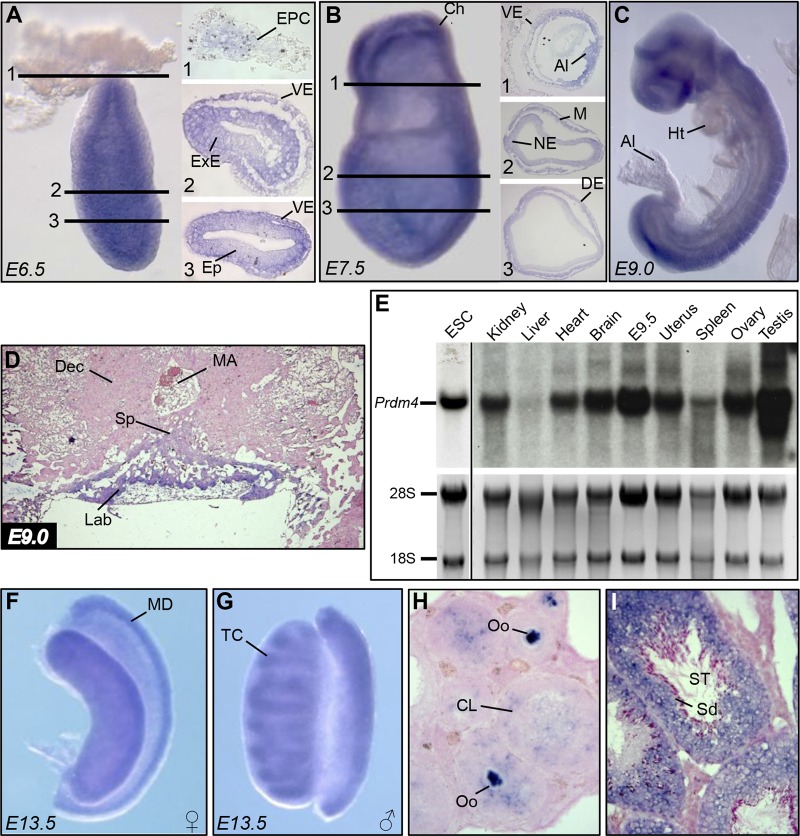
*Prdm4* RNA expression analysis during embryonic and postnatal development. (A) *Prdm4* whole-mount *in situ* hybridization at E6.5 shows widespread expression in all tissues, with the exception of the EPC. (B) At E7.5, *Prdm4* expression is apparent throughout the embryonic and extraembryonic tissues. (C) At E9.0, *Prdm4* is broadly expressed. (D) ISH of a midsagittal section through the forming placenta shows *Prdm4* expression confined to the developing labyrinth. (E) Northern blot assay on ESCs, 4-week-old mouse tissues, and E9.5 embryo using a radiolabeled probe spanning the entire *Prdm4* coding sequence. 28S and 18S bands are shown as loading controls. (F and G) Whole-mount ISH analysis of E13.5 female and male gonads shows that *Prdm4* is most prominently expressed in the Müllerian duct and forming testis cords, respectively. (H) In the adult ovary, high levels of expression are present in all stages of oocyte maturation and in the corpus luteum. (I) *Prdm4* transcripts are abundantly expressed in developing spermatozoa and supporting cells of the seminiferous tubules. Abbreviations: EPC, ectoplacental cone; VE, visceral endoderm; ExE, extraembryonic ectoderm; Ep, epiblast; Ch, chorion; Al, allantois; NE, neuroectoderm; M, mesoderm; DE, definitive endoderm; Ht, heart; Sp, spongiotrophoblast layer; MA, maternal artery; Dec, decidua; Lab, labyrinth layer; ESC, embryonic stem cells; MD, Müllerian duct; TC, testis cords; Oo, oocytes; CL, corpus luteum; ST, seminiferous tubules; Sd, spermatids.

Northern blot analysis demonstrates that Prdm4 mRNA is strongly expressed in ESCs and E9.5 embryos (Fig. 1E), and similar to findings in the developing embryo, we also detect expression in all adult tissues tested except the liver (Fig. 1E). Reproductive tissues, including the testes, ovaries, and uterus, show particularly high levels of expression. Next, we performed whole-mount and section *in situ* hybridization on pre- and postnatal gonads. Both the somatic and germ cell components of the developing gonads of both sexes express Prdm4 transcripts (Fig. 1F and G and data not shown). We observe the strongest signal in the Müllerian duct mesenchyme and in the condensing testis cords. In adult ovaries, robust expression of Prdm4 marks oocytes at all stages of their maturation as well as the somatic cells of the corpora lutea (Fig. 1H). In the testis, Prdm4 expression in the seminiferous tubules marks all stages of the developing spermatozoa as well as the Sertoli cells (Fig. 1I).

### Prdm4 binds a tripartite recognition sequence in close proximity to TSSs.

We performed ChIP-seq experiments using stably transfected ESCs strongly expressing full-length Prdm4-EGFP from the chicken beta-actin promoter in combination with a ChIP-quality anti-GFP monoclonal antibody (30) (Fig. 2). 

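The ChIP-seq data come from CCE ESCs, a mouse line of 129/Sv background per the labels, that stably express Prdm4-EGFP. Chromatin of 2 independent clones, B1 and B6, was immunoprecipitated with the anti-GFP antibody in 2 experiments per clone. These 4 anti-GFP ChIP samples are numbered here as replicates 1 and 2 (clone B1) and replicates 3 and 4 (clone B6). By the sample labels, each had a paired control precipitated with mouse IgG. The authors mapped the reads to mm9 with Stampy and called peaks against the IgG control with MACS2, both at default parameters. They deposited a separate list of ChIP-seq peaks for each anti-GFP sample, in which every peak has a score from their peak caller. The paper's text does not name the scale of this score, which ran from 1.3 to 429 over the 4 samples. The lists hold peaks and no read counts, so the sequencing depth behind each score is unknown. The IgG samples have no peak lists analysed here. Replicates 1, 2, 3 and 4 held 1470, 1806, 1446 and 1266 peaks, with a median score of 15.2, 13.7, 13.8 and 13.8. Positions are given on mm9 (NCBIM37), counted from 1. The score of a region in a sample is the score of the peak that covers it, and regions were compared by the mean of its log10 over the 4 samples. A spread given after a mean is the SD over the 4 samples.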

Duplicate experiments performed on two independent Prdm4-EGFP-expressing ESC clones identified a total of 627 Prdm4 binding regions (see Data set S2 in the supplemental material). 

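Peaks with a score of at least 10 were intersected over the 4 samples, and the core of overlap was kept where it spanned at least 1 bp. Such peaks numbered 1010, 1120, 928 and 807 in replicates 1, 2, 3 and 4, of which 62.1%, 56.0%, 67.6% and 77.7% lay in a shared region. The 4 lists shared 627 regions. Data set S2 holds 626 regions, each with the coordinates of a shared region, and 1 shared region has no line there. When 3 of the lists were shifted along each chromosome in 1000 random circular shifts, no shift gave a single region shared by all 4 samples. With lists this sparse, random placement leaves no such region, so the shifts show only that the peaks were not placed independently. The regions had a median width of 284 bp, from 128 to 1645 bp. Their mean score had a median of 37.6 and ran from 12.3 to 359.9. Raising the minimum score to 50 moved the number of shared regions most, to 179.
Between pairs of samples, on average 79.1% of the peaks of one sample overlapped a peak of the other, from 64.7% to 89.8% over the 12 ordered pairs. The mean was 79.9% for samples of the same clone and 78.8% for samples of different clones, a difference smaller than the spread over pairs (SD 8.04). Across the shared regions, Spearman's rho of the scores of a pair of samples had a median of 0.841. It was 0.860 and 0.868 for the pairs of the same clone, above the 0.822 to 0.843 of the 4 pairs of different clones, a difference that was not tested. It is a correlation across regions, which are not independent replicates, and the 6 pairs share samples.
The highest mean score, 359.9 ± 60.0 (SD, n = 4), was at 4757799 to 4758329 on chromosome 5, which Data set S2 assigns to Fzd1. Next were the region at 29012947 to 29013505 on chromosome 16, assigned to Hrasls and 1600021P15Rik, with 355.1 ± 38.4, and that at 6324398 to 6324876 on chromosome 2, assigned to Usp6nl and Celf2, with 343.3 ± 40.6. A region assigned to Bahcc1 ranked 4, and one at 37163346 to 37163884 on chromosome 17, assigned to Mog, ranked 5 with 332.6 ± 41.4. These 5 regions differed in mean score by less than the spread between their replicates.
The regions were spread unevenly over the 20 chromosomes relative to the length of sequence (chi-square 59.7, permutation p = 1e-05, the smallest that 100000 draws can give). Chromosome 10 held 55 regions where 31.1 were expected (two-sided exact binomial p = 6.43e-05, 0.00129 after Bonferroni correction over the chromosomes). Chromosome X held 13 where 39.8 were expected (two-sided exact binomial p = 9.94e-07, corrected 1.99e-05).

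**Figure D1:**
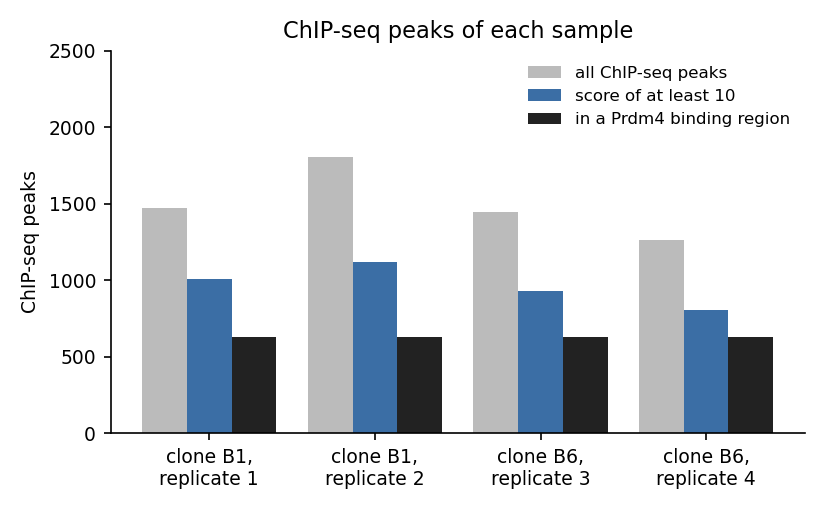
ChIP-seq peaks of each anti-GFP ChIP sample. Grey bars count all peaks, blue bars those with a score of at least 10 and black bars those that hold one of the 627 shared regions.

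**Figure D2:**
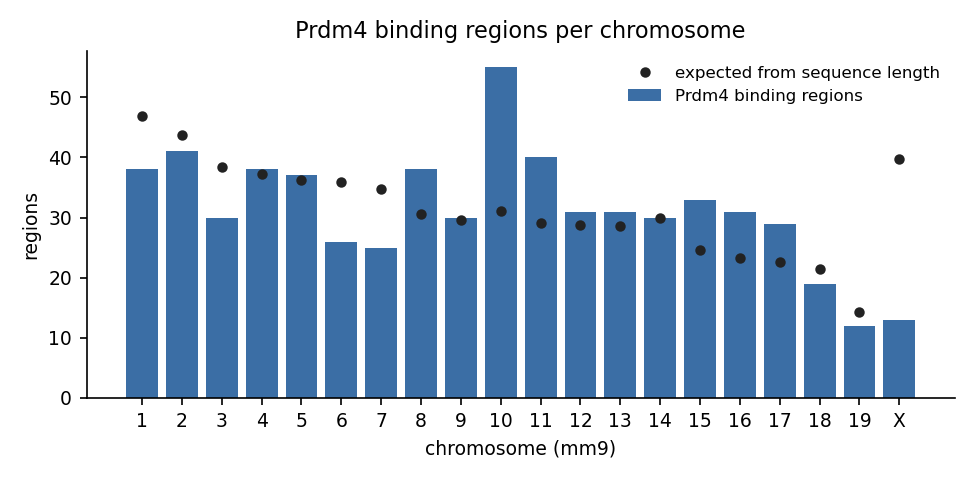
Prdm4 binding regions per chromosome (bars) and the number expected from the length of sequence on each (points). Chromosome 10 stands above its expected number, with 55 regions, and chromosome X below, with 13.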

Analysis of their genomic distribution relative to gene annotations (Fig. 3A), together with assessment of the absolute distances relative to the nearest transcription start site (TSS) (Fig. 3B), revealed a significant enrichment within 5 kb of transcription start sites in either direction (*P* = 8.3 × 10^−29^). 

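Distances were measured from the centre of each region to the nearest of 46028 TSSs of protein-coding transcripts. Within 5 kb of a TSS lay 190 regions, or 30.3% (95% exact confidence interval 26.7% to 34.1%). Of all bases of these chromosomes, 10.0% lie as close to a TSS (two-sided exact binomial p = 4.91e-45). The share moved most with the distance allowed: 40.8% of the regions lay within 10 kb, against 17.8% of the genome, and 13.9% within 1 kb, against 2.31%. It was 29.6% for regions with a score of at least 20. The median distance to a TSS was 15380 bp.
By gene annotation, each region was put in a single class by its centre. The 5 kb upstream of any of these TSSs came first, then the 5 kb downstream of transcription end sites. Untranslated regions, coding exons and introns followed. A centre inside a gene could thus count as upstream of another TSS than its nearest. In this order, 18.2% of the regions lay within 5 kb upstream of a TSS, against 5.48% of the genome. The 5 kb downstream of transcription end sites held 8.29%, against 4.86%, and 5′ untranslated regions held 7 regions, or 1.12%, against 0.147%. The 3′ untranslated regions held 6 and coding exons held 2. Introns held 29.7%, against 32.3% of the genome, and intergenic sequence held 41.5%, against 55.7%. The score did not differ by distance from a TSS: the geometric mean was 42.8 within 5 kb and 43.5 farther away (two-sided permutation p = 0.818).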

Visualization of the average binding profile around TSSs demonstrates a particular bias to binding fractionally upstream of the TSS (Fig. 3C). 

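Of the regions within 5 kb of their nearest TSS, 98 had their centre upstream and 92 downstream (51.6% upstream, two-sided exact binomial p = 0.717). In the bins of 1 kb next to the TSS, 42 regions lay upstream and 45 downstream, and 30 regions held the TSS itself. The scores differed between the sides. Their geometric mean was 53.5 upstream and 33.8 downstream (two-sided permutation p = 0.00011). Upstream regions carried 64.0%, 63.9%, 66.9% and 66.1% of the summed score of these regions in replicates 1, 2, 3 and 4. With a minimum score of 50, a setting that changed the outcome of the count, 38 regions lay upstream and 14 downstream (73.1%, two-sided exact binomial p = 0.0012). Outside the families of regions with similar sequences described below, 23 such regions lay upstream and 13 downstream (two-sided exact binomial p = 0.132). At all scores, 72 lay upstream and 84 downstream outside these families, where the scores still differed (48.4 against 34.2, two-sided permutation p = 0.0043). Within 1 kb of the TSS the geometric means, 40.5 and 36.2, did not differ (two-sided permutation p = 0.511).

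**Figure D3:**
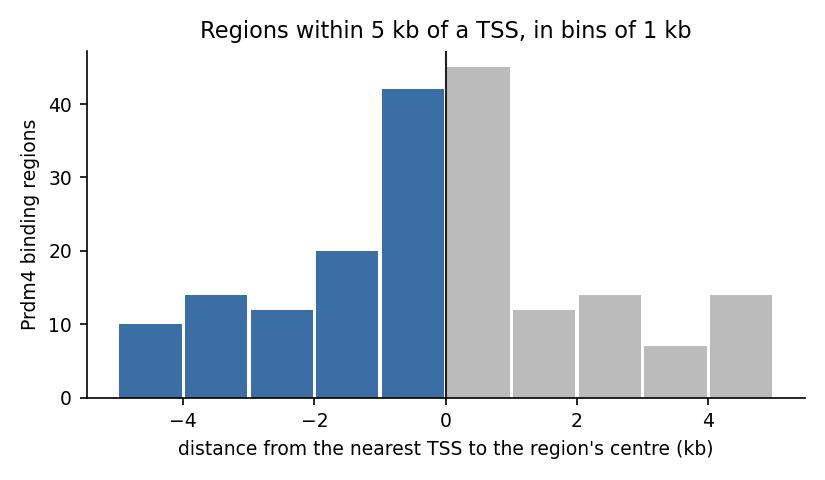
Prdm4 binding regions by the distance of their centre from the nearest TSS, in bins of 1 kb. Bins upstream are blue and bins downstream grey; the bins next to the TSS hold 42 and 45 regions.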

Genes exhibiting proximal Prdm4 binding are shown in Data set S2 in the supplemental material.

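At 5 kb, 209 of 22342 protein-coding genes had a region near at least 1 of their TSSs, or 0.935% (95% exact confidence interval 0.813% to 1.07%). Of the regions near a TSS, 166 lay near a single gene and 24 near more than 1. In 20 of these 24 the genes lay on both strands.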

**Fig 2:**
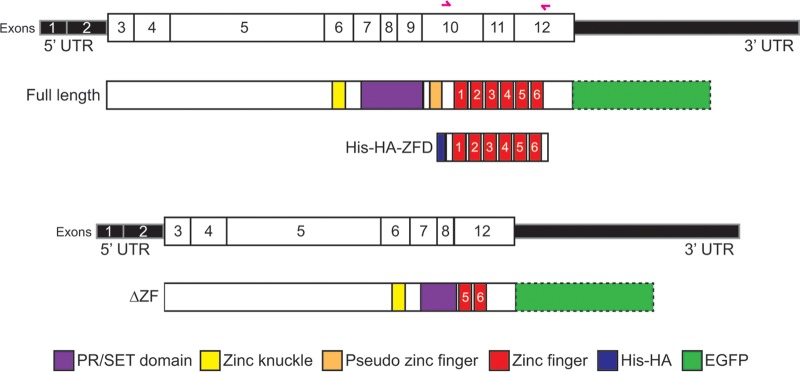
Illustration of the *Prdm4* cDNA-protein structural domain relationships. The *Prdm4* transcript with numbered exons (top) is aligned with full-length Prdm4 protein and the recombinant and mutant proteins represented in this study. The protein that results from deletion of exons 9 to 11 (ΔZF) is shown, as well as the recombinant His-HA-tagged zinc finger domain protein used for SELEX and EMSA. Primer sites for cloning the zinc finger domain are shown as pink arrows. C-terminal EGFP (in outline) denotes tagged protein expressed in stably transfected ESCs, as used for ChIP-seq, Western blot analysis, and imaging. UTR, untranslated region.

**Fig 3:**
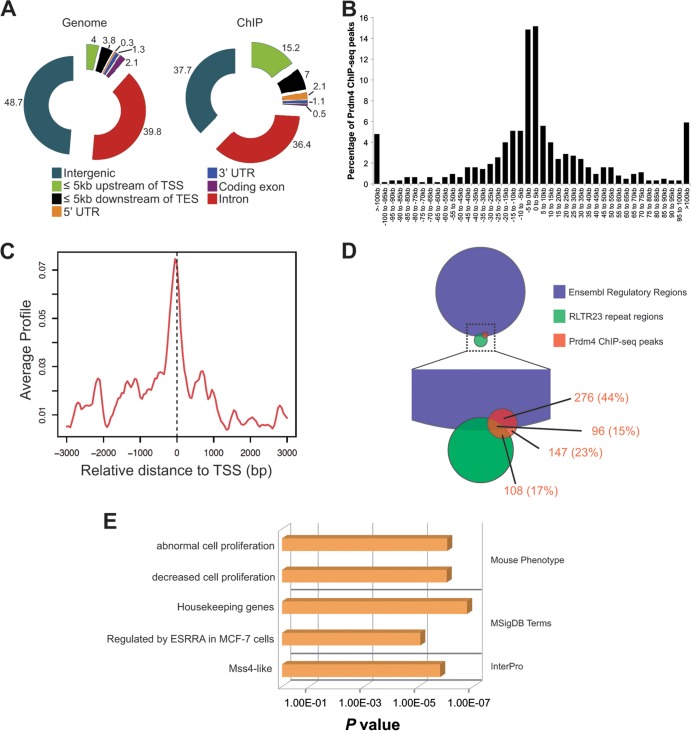
Prdm4 binds to known regulatory elements in close proximity to transcription start sites. (A) Distribution of Prdm4 binding events identified by ChIP-seq relative to gene annotations (right) compared to all genomic regions (left) in each category as indicated by the key. Charts are annotated with the percentage of the genome and the percentage of ChIP-seq-identified regions in each genomic category. Abbreviations: TSS, transcription start site; TES, transcription end site. (B) The distance of each Prdm4 ChIP-seq peak from the nearest TSS binned at 5-kb intervals. (C) The average ChIP-seq enrichment signal around TSSs of genes indicating bias for Prdm4 binding at TSSs. (D) Venn diagram indicating the percentage of Prdm4 ChIP-seq peaks within annotated Ensembl regulatory features and ERV1:RLTR23 repeat sequences. (E) Significant terms associated with Prdm4 binding identified by GREAT.

Next, we compared our data to known *cis*-regulatory elements. In particular, we examined Ensembl Regulatory Features, comprised of regions known to have histone modifications associated with functionally active chromatin, DNase I hypersensitivity peaks, and transcription factor binding sites described in published ChIP-seq experiments (54). These results demonstrate that 59% (372/627) of our Prdm4 ChIP-seq peaks map within known regulatory regions (Fig. 3D; see also Data set S3 in the supplemental material). 

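The Ensembl Regulatory Features of Data set S3, which lists the features the paper found at each region, were joined to the regions by position. The 372 listed regions all matched a shared region, which gives 59.3% (95% exact confidence interval 55.4% to 63.2%), through 385 overlaps of a region with a feature. At 220 regions a feature held the whole region. By the largest overlap of each region with a feature, the smallest value was 7 bp. Requiring at least 50% of the region to be covered moved the share most, to 54.1%. The geometric mean score was 47.1 in features and 38.3 outside them (two-sided permutation p = 0.00111). Outside 3 families of regions with similar sequences the difference was no longer past 0.05 (39.4 against 34.7, permutation p = 0.105).
For each of the 15 factors or marks listed at 20 or more regions, the scores of regions with and without it were compared among the regions in features with two-sided permutation tests. Esrrb alone passed after Benjamini-Hochberg adjustment. The 183 regions with Esrrb had a geometric mean score of 54.9, against 40.6 without it (permutation p = 0.00024, adjusted p = 0.0036). At an unadjusted 0.05, 3 factors passed. The other two, PolII and DNase1, had lower scores. The geometric mean was 38.4 with PolII, at 58 regions, against 48.9 without it (permutation p = 0.0382, adjusted p = 0.193). It was 44.3 with DNase1, at 248 regions, against 53.2 (permutation p = 0.0387, adjusted p = 0.193). Outside the 3 families the scores did not differ by Esrrb, at 83 regions with it and 150 without it (permutation p = 0.987). From the overlap with these features, the paper concludes that this part of its ChIP-seq peaks maps within known regulatory regions.

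**Figure D4:**
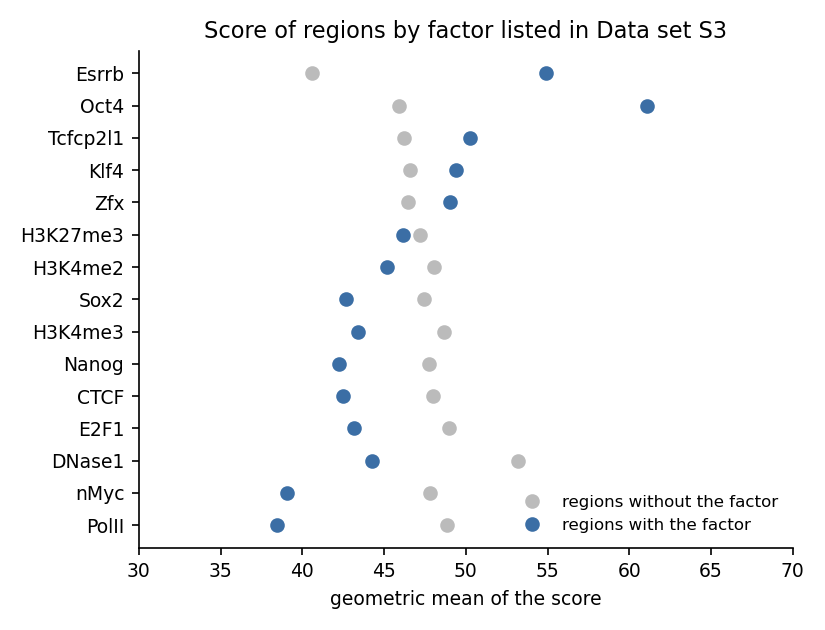
Geometric mean score of the Prdm4 binding regions in features, with each of 15 factors or marks of Data set S3 (blue) and without it (grey). The score axis starts at 30; among these factors only Esrrb passed the adjusted test, with 54.9 against 40.6.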

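The sequences of the Prdm4 binding regions were aligned to each other, and regions that aligned over at least 100 bp at 70% identity or more were joined into families. This setting was chosen after several had been run. The largest family, named family A here, held 204 regions. Over the other settings tried it held 151 to 214, lowest with 200 bp and 80% identity. A further 62 regions formed a second group, in which a single region, at 70053394 to 70053950 on chromosome 6, bridged family B (39 regions) and family C (22 regions). This group fell to 35 regions with 200 bp and 80% identity. Outside these families lay 361 regions. Among intervals of the same widths shifted by 5 kb, the largest family held 75.
Of the regions in family A, 96 lay in Ensembl Regulatory Features and 108 did not, so 47.1% were in features against 65.2% of the other regions (two-sided Fisher's exact p = 1.98e-05). Within 5 kb of a TSS lay 22 regions of family A (10.8%), near the share of the genome (two-sided exact binomial p = 0.726), and 156 of the regions outside the families (43.2%).

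**Figure D5:**
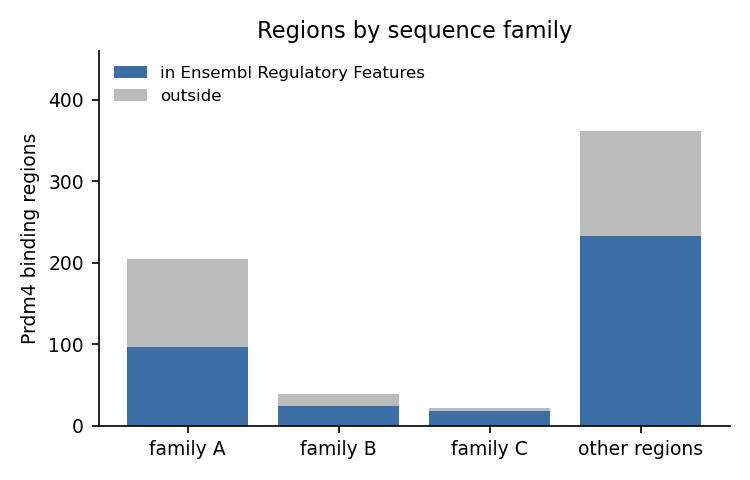
Prdm4 binding regions of families A, B and C and outside them, in Ensembl Regulatory Features (blue) and outside (grey). The region that bridges families B and C is left out; 96 of the 204 regions of family A lie in features.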

Interestingly, 33% (204/627) occur within ERV1:RLTR23 repeat regions (Fig. 3D). In some cases, mouse-specific families of transposable elements have been implicated in remodeling of the transcriptional circuitry in mouse ESCs, but the specific role of these ERV1:RLTR23 repeat regions has yet to be elucidated (55).

Finally, to gain further insights into these Prdm4 binding events, we performed functional annotation. GREAT analysis (Fig. 3E) revealed relatively few significant terms associated with Prdm4 binding. However, proximal Prdm4 binding was found to be enriched among genes governing cell proliferation, housekeeping genes, and Mss4-like genes. Structural studies suggest that Mss4 may act as a guanine nucleotide-free chaperone. However, the functional activities contributed by the Mss4-like domain remain unknown (56–58).

In order to identify the sequence bound by Prdm4, we performed *de novo* motif finding. We identified three highly similar tripartite sequences of the form GGGn_(1–4)_CTnGAAAC within the Prdm4 binding regions (Fig. 4A; see also Fig. S1 in the supplemental material). 

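The sequence form was searched on both strands of every region with a spacer of 1 to 4 bases. In the 318 regions with an exact match, the best match had a spacer of 1 base in 103, 2 in 40, 3 in 70 and 4 in 105. The spacers differed between regions of the largest family of similar sequences and those outside the families: 85, 17, 8 and 68 against 18, 23, 62 and 34. A spacer of 3 bases made up 4.49% in that family and 45.3% outside the families (two-sided Fisher's exact p = 1.14e-18). The genome held 16811 exact matches, of which 26.0%, 33.7%, 19.8% and 20.5% had a spacer of 1, 2, 3 and 4 bases. Matches closer than 1000 bp were joined into 16445 loci, and 1.93% of the loci lay in a Prdm4 binding region. Of the loci within 5 kb of a TSS 3.66% lay in a region, against 1.67% of those farther away (two-sided Fisher's exact p = 6.4e-09).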

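A match was called with up to 2 mismatches outside GAAAC, which had to be complete. Of the regions, 579 held at least 1 match, or 92.3% (95% exact confidence interval 90.0% to 94.3%), against 72 (11.5%) of the intervals of the same widths shifted by 5 kb (two-sided Fisher's exact p = 1.02e-207). With up to 3 mismatches the count was 602 (96.0%), against 160 shifted intervals. Requiring an exact match moved the share most, to 50.7%, against 2 shifted intervals. With up to 1 mismatch it was 518, against 24. GAAAC alone lay in 611 regions and in 319 shifted intervals. The best match lay at a median of 15 bp from the centre of the region, and 90.7% lay within 50 bp of it, whereas the median in shifted intervals was 80.8 bp. At least 2 matches were found in 279 regions. The region with the most, chosen after its values were seen, lies at 13327624 to 13329268 on chromosome 1. It held 51 matches and scored 145.6 ± 31.0 (SD, n = 4).
Regions with an exact match scored higher than those with 1 or 2 mismatches. Their geometric mean was 59.4 against 31.1 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give).

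**Figure D6:**
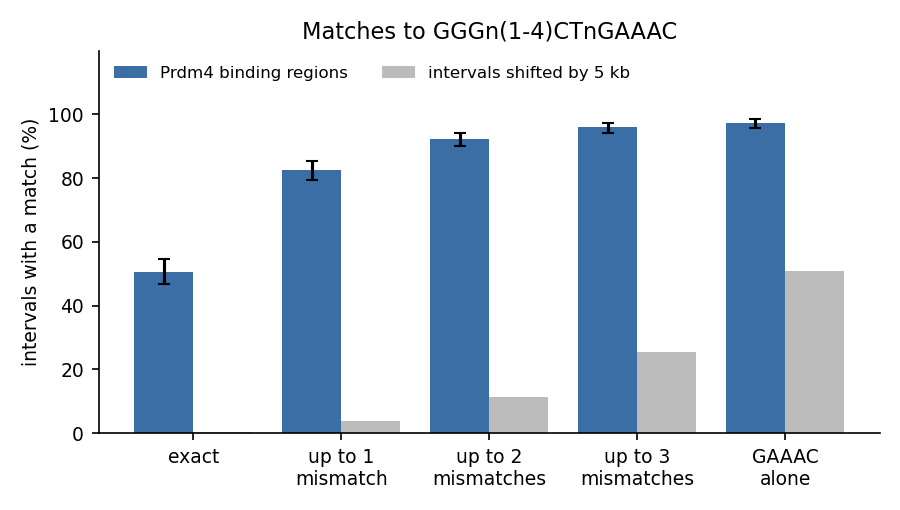
Share of the Prdm4 binding regions (blue) and of intervals shifted by 5 kb (grey) with a match to the motif at each number of mismatches, or with GAAAC alone. Error bars are 95% exact confidence intervals; exact matches lie in 50.7% of the regions and 0.319% of the shifted intervals.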

Nearly all (602/627, 96%) ChIP-seq peaks contain at least one significant match to one of these motifs (see Fig. S1).

**Fig 4:**
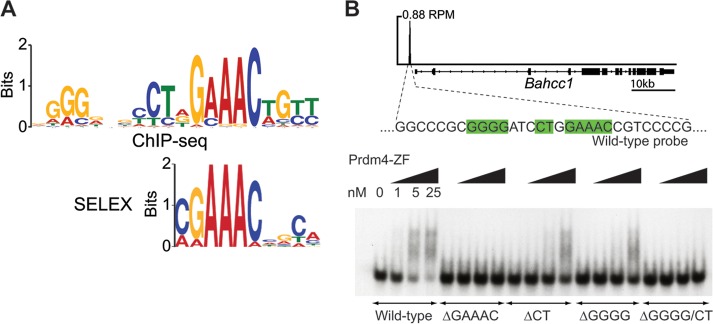
Prdm4 binds a tripartite recognition sequence. (A) Prdm4-EGFP ChIP-seq analysis reveals a consensus binding motif (top panel) similar to that identified by SELEX using cloned recombinant Prdm4-ZFD (bottom panel). (B) Prdm4 binds 1.1 kb upstream of the *Bahcc1* transcription start site. The corresponding region was used to generate an EMSA probe. Selective mutation of elements of the DNA binding motif (green) combined with EMSA reveals that the core motif identified by SELEX and ChIP-seq (GAAAC) is required for Prdm4-DNA interaction while the peripheral regions identified by ChIP-seq (GGGG and CT) augment DNA binding. RPM, peak height in reads per million.

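The region upstream of Bahcc1 (ENSMUSG00000039741.9) spans 120092670 to 120093128 on chromosome 11. Its centre lies 1.36 kb and its nearer edge 1.13 kb upstream of the TSS at 120094261. The score was 298.1, 292.9, 364.8 and 387.2 in replicates 1, 2, 3 and 4, a mean of 335.8 ± 47.4 (SD, n = 4). In the lists of the 4 samples the peak stood at percentile 99.6 to 99.9. With 1 sample left out, the mean stayed between 318.6 and 350.03. The region overlaps a regulatory feature of Data set S3 at 120092288 to 120093438, listed with Tcfcp2l1, H3K4me2, H3K4me3, DNase1, E2F1, Zfx and Oct4.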

To strengthen these results, we generated recombinant Prdm4-ZFD and performed SELEX. A highly similar motif corresponding to the most conserved (GAAAC) region of sequence bound by Prdm4 was identified (Fig. 4A). We also performed EMSAs using the recombinant His-hemagglutinin (HA)-tagged Prdm4-ZFD. The control probe corresponding to the 50-bp central portion of the ChIP-seq peak upstream of *Bahcc1* contains a strong match for the Prdm4 15-mer binding motif (Fig. 4B). 

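The wild-type sequence of the EMSA oligonucleotide without its first 2 bases matched mm9 at 120092825 to 120092874 on chromosome 11. Its centre lay 49 bp from the centre of the region derived from the 4 peak lists. The region held 2 exact matches to the motif, both on the plus strand. The first, GGGATCCTGGAAAC at 120092841 to 120092854, has a spacer of 3 bases, lies in the oligonucleotide and is centred 51.5 bp from the centre of the region. The other, GGGCAGCCTTGAAAC at 120092890 to 120092904, has a spacer of 4 bases, lies outside the oligonucleotide and is centred 2 bp from the centre of the region.

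**Figure D7:**
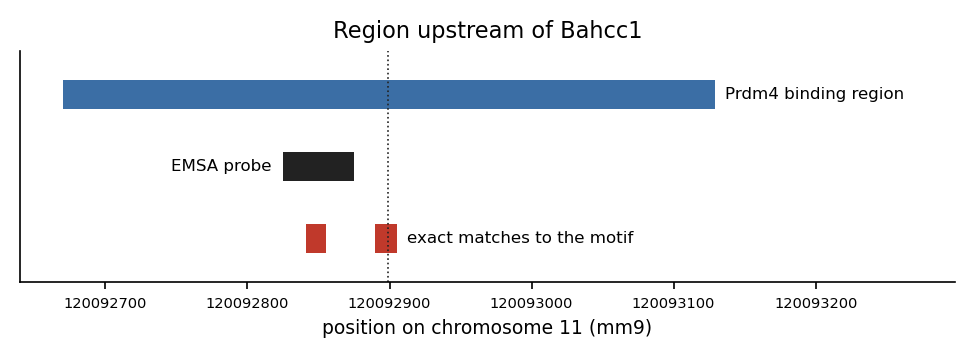
Map of the Prdm4 binding region upstream of Bahcc1 (blue), the sequence of the EMSA probe (black) and the exact matches to the motif (red), by position on chromosome 11. The dotted line marks the centre of the region; 1 match lies in the probe and 1 beside the centre.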

Variants with three discrete motif components mutated individually and in combination were tested to evaluate their relative contributions to Prdm4 binding (Fig. 4B). The GAAAC component of the binding motif appears to be essential for Prdm4-ZFD binding, whereas the CT and GGGG components, as predicted by their weaker conservation, modulate the strength of binding but are not individually required.

### Targeted deletion of the ZF domain results in a functional null allele.

EMSAs demonstrate that a recombinant His-HA-tagged Prdm4-ZFD on its own is sufficient to mediate DNA binding. Targeted deletion of the Prdm4 ZFD should therefore create a functional null allele. This strategy was successfully exploited to disrupt *Prdm1* functional activity *in vivo* (8, 59). We engineered a targeted deletion spanning a 3.25-kb fragment (chr10:85361568 to 85364815, NCBI37 assembly, mm9) encompassing exons 9, 10, and 11 (Fig. 2 and 5A) that encodes 67 C-terminal amino acids of the PR/SET domain, the pseudo Zn finger at position 548 to 569, and 4 proximal Zn fingers within the ZFD (amino acid positions 593 to 699) (Fig. 2) (Ensembl protein ENSMUSP00000041942). Correctly targeted cells were Cre excised to eliminate the *PGK-Hygro* selection cassette and subjected to retargeting to generate homozygous *Prdm4^ΔZF/ΔZF^* ESCs. These doubly targeted clones appear morphologically indistinguishable from wild-type ESCs.

**Fig 5:**
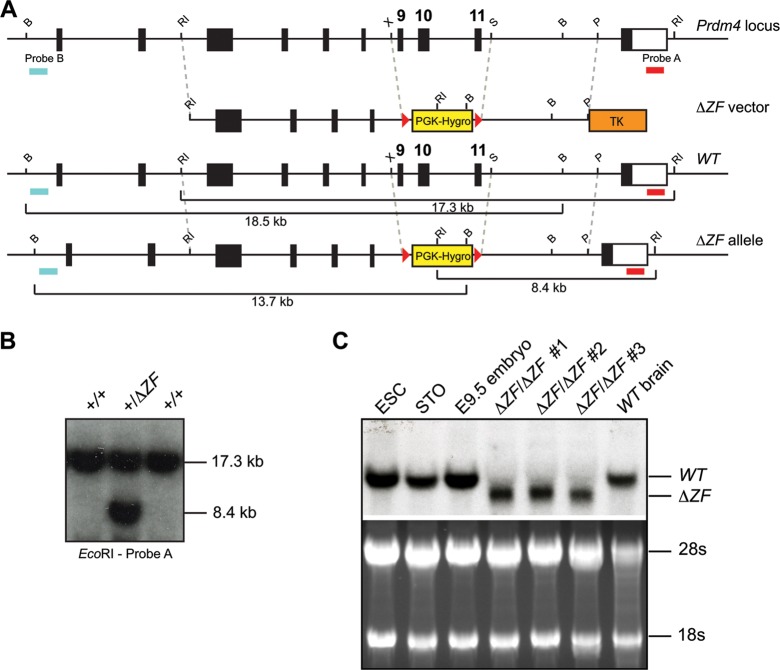
*Prdm4^ΔZF^* deletion allele targeting strategy. (A) Schematic representation of the wild-type (WT) locus, targeting vector, *Prdm4^ΔZF^* mutant allele, and Southern blot screening probes. B, BglII; P, PmeI; RI, EcoRI; S, SacI; X, XhoI. LoxP sites are represented by red arrowheads. (B) Southern blot analysis of representative drug-resistant colonies. The positions of diagnostic wild-type (17.3-kb) and targeted (8.4-kb) fragments are shown. (C) Northern blot analysis of *Prdm4* transcripts in wild-type and homozygous *Prdm4^ΔZF/ΔZF^* ESCs. Full-length (wild-type) and truncated Δ*ZF* RNA fragments are indicated.

Stably transfected *Prdm4^ΔZF/ΔZF^* ESCs exclusively expressing either FL-Prdm4-EGFP or the Prdm4ΔZF variant at equivalent levels (Fig. 2 and 6A and B) were examined by confocal microscopy (Fig. 6C). As expected, FL-Prdm4-EGFP-tagged protein predominantly localizes to the nucleus, whereas Prdm4ΔZF-EGFP remains cytoplasmic. A similar conclusion was reached via Western blot analysis of nuclear and cytoplasmic fractions (Fig. 6D). Moreover, EMSAs demonstrate that nuclear extracts from Prdm4ΔZF-EGFP-expressing cells lack DNA binding activity (Fig. 6E). A strong argument can therefore be made that the Prdm4ΔZF protein represents a functionally null variant.

**Fig 6:**
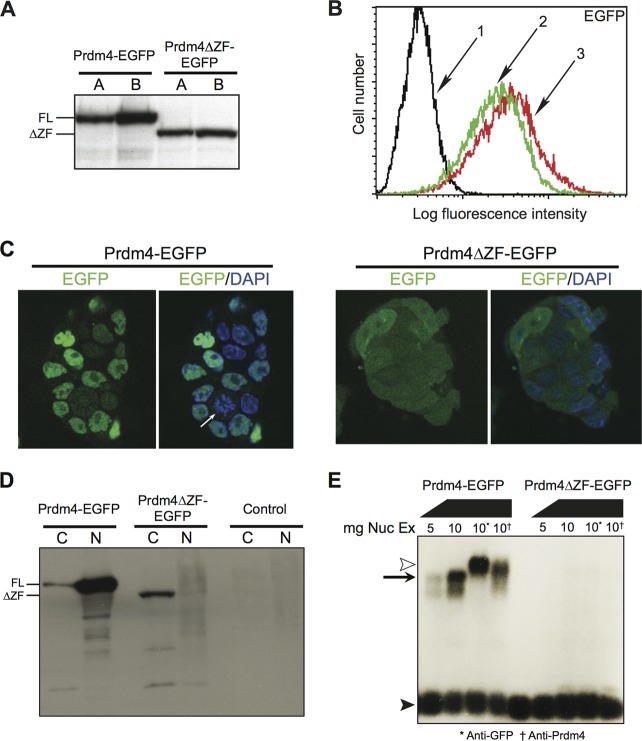
The truncated Prdm4ΔZF protein is predominantly cytoplasmic and fails to bind DNA. (A) Western blot analysis of whole-cell radioimmunoprecipitation assay buffer lysate. Shown are two clones each of Prdm4-EGFP-expressing wild-type ESCs and Prdm4ΔZF-EGFP-expressing *Prdm4^ΔZF/ΔZF^* ESCs. (B) Relative fluorescence of untransfected ESCs and Prdm4-EGFP-expressing and Prdm4ΔZF-EGFP-expressing ESCs. (C) Confocal imaging of stably transfected ESCs expressing full-length Prdm4-EGFP (clone A) or a truncated Prdm4ΔZF-EGFP variant (clone B). Full-length Prdm4-EGFP localizes to the nucleus and is only occasionally found in the cytoplasm of dividing cells lacking a nuclear membrane (white arrow). In contrast, Prdm4ΔZF-EGFP is predominantly cytoplasmic. (D) Nuclear and cytoplasmic extracts from Prdm4-EGFP clone A and Prdm4ΔZF-EGFP clone B were compared by Western blotting. (E) EMSA reveals that full-length Prdm4-EGFP strongly binds the *Bahcc1* promoter probe (left), whereas Prdm4ΔZF-EGFP cannot form complexes (right). Abbreviations and symbols: FL, full length; ΔZF, Prdm4ΔZF-EGFP; line 1, untransfected ESCs; line 2, Prdm4-EGFP clone A; line 3, Prdm4ΔZF-EGFP clone B; C, cytoplasmic fraction; N, nuclear fraction; black arrowhead, free probe; black arrow, probe:Prdm4-EGFP complex; white arrowhead, supershifted probe:Prdm4-EGFP complex.

### Prdm4 regulates *Nodal* and *Klf5* expression upstream of key pluripotency and differentiation pathways.

Next, we performed transcriptional profiling experiments comparing wild-type, stably transfected FL-Prdm4-EGFP-expressing ESCs and homozygous null *Prdm4^ΔZF/ΔZF^* ESCs. A large number of differentially expressed transcripts were identified in wild-type ESCs compared with *Prdm4^ΔZF/ΔZF^* mutant ESCs (770 upregulated; 1,325 downregulated; *P* ≤ 1 × 10^−3^) (Fig. 7A). In contrast, relatively few differences were observed in comparing wild-type with stably transfected Prdm4-EGFP-expressing cells (23 upregulated; 15 downregulated). Prdm4 loss of function therefore appears to have a substantial impact, whereas *Prdm4* overexpression has a less striking effect on gene expression patterns. Interestingly, both down- and upregulated genes are significantly more likely to have proximal Prdm4 binding than are all genes (Fig. 7B). These results strongly suggest that Prdm4 functions as both a transcriptional activator and a repressor.

**Fig 7:**
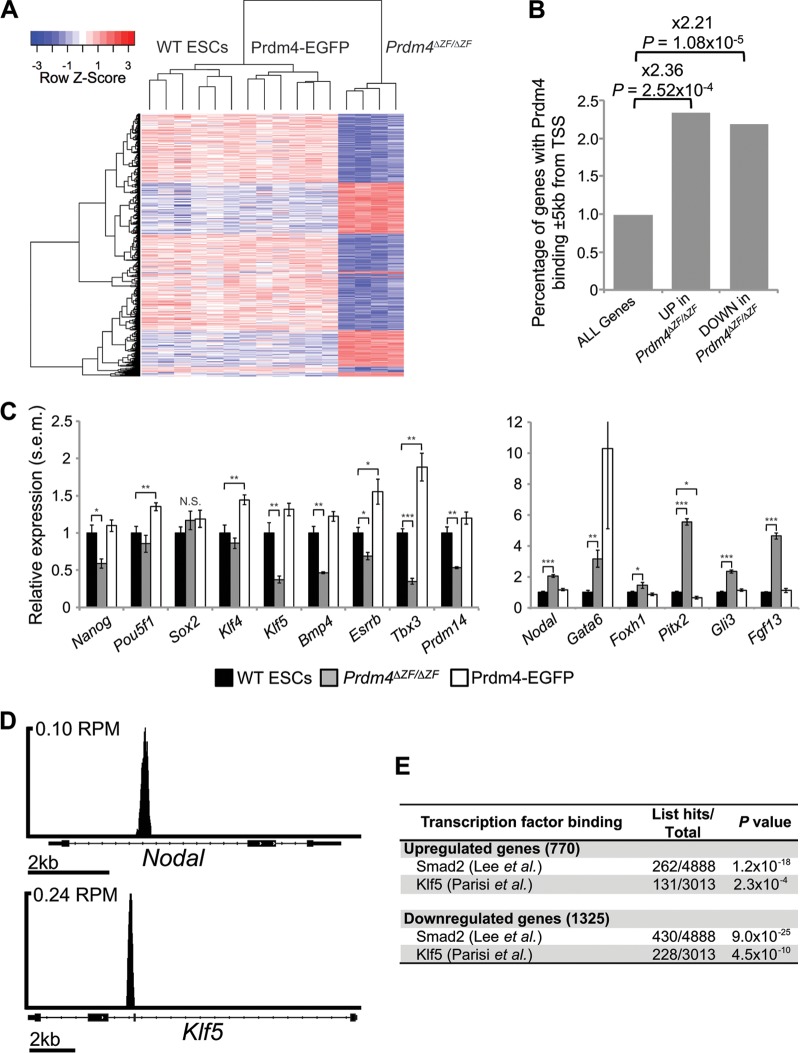
Prdm4 functional loss causes misregulated expression of pluripotency/differentiation genes, including genes with proximal Prdm4 binding. (A) Hierarchical clustering of microarray data reveals distinct transcriptional signatures between *Prdm4^ΔZF/ΔZF^* ESCs and wild-type and stably transfected cells expressing Prdm4-EGFP. Represented are the 2,095 genes differentially expressed between *Prdm4^ΔZF/ΔZF^* and wild-type ESCs (vertical) across the 16 independent samples (horizontal). The heat map represents standard score (the number of standard deviations removed from the average intensity per row). Samples with lower than the average intensity are blue; those with higher than the average intensity are red. (B) Genes either up- or downregulated in *Prdm4^ΔZF/ΔZF^* cells are significantly more likely to have Prdm4 binding within 5 kb of their TSS than are all genes. (C) qPCR shows that pluripotency markers are significantly downregulated in *Prdm4^ΔZF/ΔZF^* cells and upregulated in Prdm4-EGFP-expressing cells (left) whereas differentiation markers are upregulated in *Prdm4^ΔZF/ΔZF^* cells (right). *, *P* < 1 × 10^−2^; **, *P* < 1 × 10^−3^; ***, *P* < 1 × 10^−5^; N.S., not significant. (D) The TGF-β gene family member *Nodal* and pluripotency factor gene *Klf5* show proximal binding of Prdm4; TSSs are to the left. RPM, peak height in reads per million. (E) Up- and downregulated genes are significantly more likely to have Smad2 binding and Klf5 binding within 10 kb of the TSSs.

Our functional annotation analysis of the differentially expressed genes revealed, among downregulated genes (GO:0045596, *P* = 1.4 × 10^−2^), significant enrichment for negative regulators of differentiation, including the key pluripotency genes *Pou5f1* (*Oct4*), *Nanog*, and *Bmp4* (Fig. 7C; see also Data set S4 in the supplemental material). Upregulated genes are significantly enriched for transcripts associated with embryonic development (GO:0043009, *P* = 1.7 × 10^−2^), including *Nodal*, *Gli3*, *Gata6*, *Pitx2*, and others (Fig. 7C; see also Data set S5 in the supplemental material). Interestingly, both *Klf5* and *Nodal* contain proximal Prdm4 binding sites (Fig. 7C and D).

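The region in Nodal (ENSMUSG00000037171.6) spans 60883027 to 60883239 on chromosome 10. Its scores were 16.3, 28.0, 10.03 and 11.6 in replicates 1, 2, 3 and 4, a mean of 16.5 ± 8.11 (SD, n = 4), which ranked 594 among the regions. Replicate 3 was close to the minimum score. With replicate 2 left out, the mean was 12.7. The region in Klf5 (ENSMUSG00000005148.7) spans 99702341 to 99702624 on chromosome 14. It scored 66.2, 70.5, 40.8 and 42.2, a mean of 54.9 ± 15.6 (SD, n = 4), and ranked 227. On average over the samples, the peak in Nodal stood at percentile 50.9 of its list and that in Klf5 at percentile 84.2. At both Nodal and Klf5 the samples of clone B1 scored above those of clone B6, whereas at Bahcc1 those of clone B6 scored above those of clone B1. An exact test of 2 samples against 2 cannot pass 0.05. No shared region lay within 5 kb of Nanog or Pou5f1, where the nearest were 82.9 kb and 359.6 kb from a TSS. The nearest region was 211.2 kb from the TSS of Prdm14 and 1503 kb from a TSS of Prdm4.

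**Figure D8:**
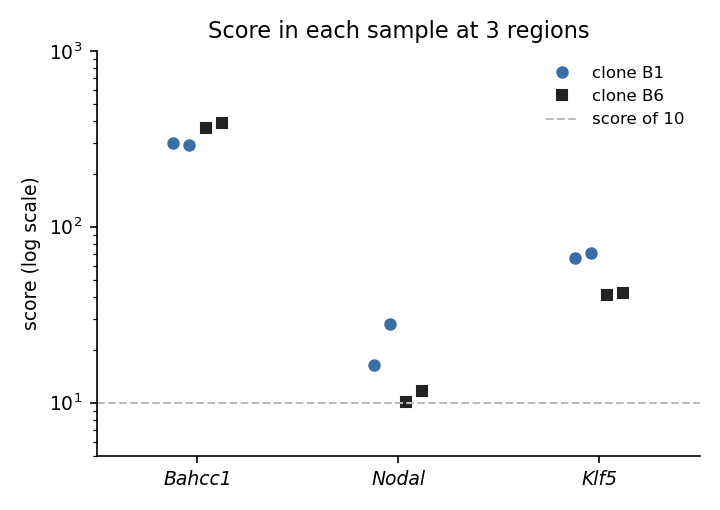
Score of each sample at the regions of Bahcc1, Nodal and Klf5, on a log axis. Circles are clone B1 and squares clone B6; the dashed line marks the minimum score of 10, which replicate 3 passed at Nodal with 10.03.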

*Nodal*, a member of the transforming growth factor β (TGF-β) superfamily of secreted growth factors, plays an essential role in anterior-posterior and left-right axis formation and mesodermal patterning in the early vertebrate embryo (60). Nodal/Activin signaling regulates ESC differentiation *in vitro* (61–63) and functions to maintain pluripotency through regulation of *Nanog* (64). Similarly, the zinc finger transcription factor *Klf5* is essential for ESC self-renewal (65) and functions redundantly in maintaining pluripotency by directly regulating expression of key target genes such as *Pou5f1* (*Oct4*), *Sox2*, and *Nanog* (66).

To test whether misregulated expression of *Klf5* and *Nodal* accounts for the transcriptional shift observed in *Prdm4^ΔZF/ΔZF^* ESCs, we interrogated published Klf5 and Smad2 (the downstream effector of Nodal signaling) ChIP data sets (50, 67). Genes with proximal Klf5 and Smad2 binding were compared to those differentially expressed in *Prdm4^ΔZF/ΔZF^* ESCs. This exercise reveals a highly significant association between occupancy by these transcription factors and genes misregulated in the absence of *Prdm4*. It is therefore tempting to speculate that Prdm4 may regulate *Klf5*- and *Nodal*-dependent pathways (Fig. 7E). Genes differentially expressed in *Prdm4^ΔZF/ΔZF^* cells with proximal binding of Klf5 or Smad2 are shown in Data sets S6 to S9 in the supplemental material.

Next, to test whether this altered transcriptional signature could potentially influence ESC differentiation dynamics, we examined *Oct4* and *Nanog* expression comparing wild-type, homozygous null *Prdm4^ΔZF/ΔZF^*, and stably transfected wild-type ESCs expressing either full-length Prdm4-EGFP or Prdm4ΔZF-EGFP. Consistent with the results above, cells maintained in the presence of LIF display robust expression of these pluripotency markers (see Fig. S2 in the supplemental material). Cells were subsequently cultured without LIF and then stained for alkaline phosphatase activity. As judged by morphological criteria, all the cells were induced to differentiate. However, a proportion of Prdm4-EGFP-overexpressing colonies retain ESC-like characteristics (see Fig. S2). Results of alkaline phosphatase staining similarly demonstrate that overexpression enhances ESC self-renewal. In contrast, Prdm4-deficient ESCs display increased ESC differentiation abilities. Collectively, these results support the idea that Prdm4 plays a regulatory role upstream of early developmental pathways.

### Prdm4 is nonessential for mouse development and fertility.

To further explore *Prdm4* functions *in vivo*, we generated mutant mice carrying the *Prdm4^ΔZF^* loss-of-function allele. *Prdm4^+/^*Δ*^ZF^* ESCs were used to generate germ line chimeras via blastocyst injection. However, subsequent heterozygous intercross matings resulted in homozygous mutant progeny at the expected Mendelian ratios (Fig. 8A). Homozygous mutants were indistinguishable from wild-type and heterozygous littermates and displayed no overt abnormalities.

**Fig 8:**
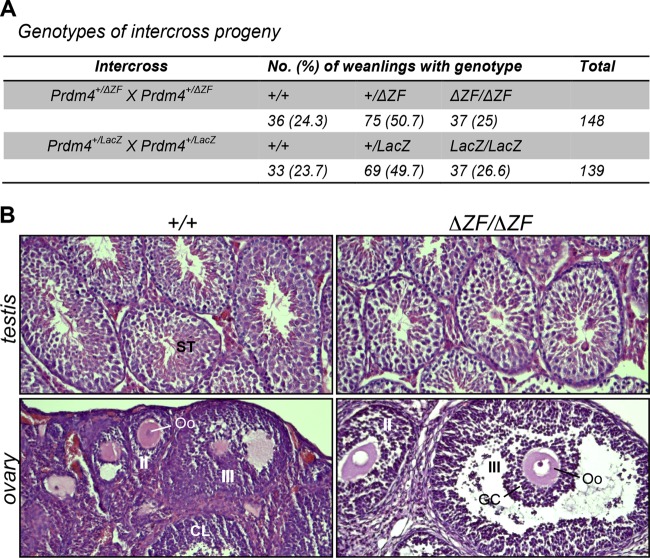
Prdm4 mutant mice are viable and fertile. (A) Intercross matings of heterozygous *Prdm4^+/^*Δ*^ZF^* and *Prdm4^+/LacZ^* animals generate Mendelian numbers of wild-type and heterozygous and homozygous mutant progeny. (B) Germ cell maturation and gonadal development are unperturbed in adult male and female Prdm4 mutant mice. Hematoxylin- and eosin-stained sections through the ovaries and testes of wild-type and mutant littermates fail to reveal defects in germ cell maturation. Abbreviations: ST, seminiferous tubules; CL, corpus luteum; II, secondary follicle; III, tertiary follicle; Oo, oocyte; GC, granulosa cells.

To confirm that Prdm4 is dispensable for mouse development, we also generated a second targeted allele using the EUCOMM/KOMP resource (68). Expression of the LacZ gene trap reporter allele faithfully recapitulates the endogenous *Prdm4* expression pattern in all tissues examined, including the developing embryo (Fig. 9E to H) as well as prenatal and postnatal gonads (data not shown). Northern blot analysis of tissue from wild-type and homozygous mice carrying the *Prdm4^TA^* allele shows significant splicing around the *lacZ* cassette and production of the wild-type *Prdm4* transcript (Fig. 9C). To obtain a null allele, heterozygotes carrying the *Prdm4^TA^* allele were crossed to *Sox2.Cre* partners to generate the *Prdm4^LacZ^* allele (Fig. 9A). This manipulation deletes exons 6 and 7, corresponding to amino acids 372 to 468 spanning the PR/SET domain, and results in a LacZ-Prdm4 fusion transcript completely lacking in-frame coding information downstream of the deletion (Fig. 9A). PCR genotyping confirmed the correct *Sox2.Cre*-mediated excision of the loxP site-flanked region. As described above, heterozygous intercross matings yielded homozygous mutant progeny at the expected Mendelian ratios (Fig. 8A). Northern blot analysis of total RNA from brain and testes of wild-type, heterozygous, and homozygous mutant mice confirmed the presence of the expected fusion transcript (Fig. 9D). Adult homozygous mutants failed to display any phenotypic disturbances. The present analysis of two independently generated *Prdm4* null alleles demonstrates that Prdm4 is nonessential for mouse development.

**Fig 9:**
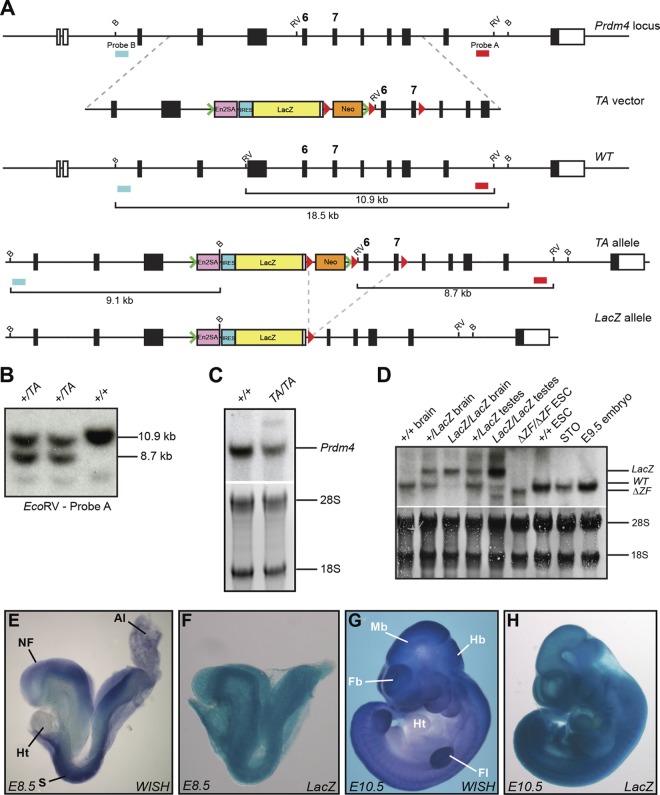
Generation of Prdm4EUCOMM targeted alleles. (A) Schematic representation of the wild-type locus, targeting vector, *Prdm4^TA^*, and *Prdm4^LacZ^* deletion allele. Southern blot screening probes are indicated. B, BglII; RV, EcoRV. LoxP sites are represented by red arrowheads, and FLP recombination target (FRT) sites are represented by green arrowheads. (B) Southern blot analysis of representative drug-resistant *Prdm4^TA^* colonies. The positions of diagnostic wild-type (10.9-kb) and targeted (8.7-kb) fragments are shown. (C) Northern blot analysis of wild-type and *Prdm4^TA/TA^* adult tissues shows the production of reduced levels of wild-type Prdm4 transcripts in homozygous tissue resulting from splicing around the SA-LacZ cassette. (D) Northern blot analysis of wild-type, heterozygous, and homozygous *Prdm4^LacZ^* mouse tissue shows that Cre excision of the Neo cassette and deletion of exons 6 and 7 result in the generation of a long Prdm4 transcript incorporating the *lacZ* cassette. The full-length and mutated RNA fragments are indicated. *Prdm4^ΔZF/ΔZF^* ESCs, wild-type ESCs, E9.5 embryo, and STO fibroblast RNAs were also included as controls. (E to H) LacZ and whole-mount ISH (WISH) staining of *Prdm4^+/TA^* and wild-type E8.5 and E10.5 embryos shows that LacZ staining faithfully recapitulates endogenous *Prdm4* staining. Abbreviations: NF, neural fold; Al, allantois; Ht, heart; S, somite; Fb, forebrain; Mb, midbrain; Hb, hindbrain; Fl, forelimb.

*Prdm4* is robustly expressed in both the somatic and germ cell components of the developing gonads (Fig. 1F to I), suggesting a potential role for Prdm4 in reproductive function. However, adult *Prdm4^LacZ/LacZ^* and *Prdm4^ΔZF/ΔZF^* homozygous mutants of both sexes (*n* = 4) test bred with wild-type partners proved fertile and gave rise to healthy litters. Consistent with this, both the ovaries and testes appear histologically normal and are indistinguishable from those of wild-type littermates (Fig. 8B). We found comparable numbers of developing follicles in the *Prdm4^ΔZF/ΔZF^* ovaries and no evidence for abnormal spermatogenesis in the mutant testes. These findings demonstrate that Prdm4 is also dispensable for germ cell development and fertility.

## DISCUSSION

The *Prdm* gene family first appeared in metazoans and experienced a massive expansion in vertebrates (2). In some cases, functions appear to be well conserved. For example, *Drosophila melanogaster hamlet* and closely related mammalian Prdms 8, 12, and 13 function downstream of the Notch-Hes pathway to control cell fate during neurogenesis (69, 70). On the other hand, striking species-specific differences have also been described. For example, *Blimp1/Prdm1* is essential for specification of the germ cell lineage in mice but not in fish (7, 9). In fish, *Blimp1/Prdm1* is required during specification of the slow twitch muscle cell lineage and a subset of sensory neurons (71–73), but in contrast, *Blimp1/Prdm1* has no known function in either muscle or neural crest lineages in mice (74).

At the amino acid level, Prdm4 is highly conserved across mammals (96% sequence identity between mouse and rat, 94% sequence identity between mouse and human). Previous studies have described *Prdm4* activities in the developing nervous system in rodents (32, 33, 36), but only limited information is available about its functional contributions elsewhere. Here, we document widespread *Prdm4* expression throughout the developing mouse embryo from postimplantation stages onwards, and in nearly all adult tissues except the liver. Strong expression was observed in the reproductive organs, namely, the testes and ovaries. Developing spermatozoa and maturing oocytes express abundant levels of *Prdm4* transcripts. Nonetheless, we found that *Prdm4* loss-of-function mutant mice develop normally, are healthy and fertile, and display no detectable phenotypic abnormalities.

*Prdm4* was initially cloned as a candidate tumor suppressor gene in human cancers (75) and characterized as a cytoplasmic effector molecule acting downstream of the p75 neurotrophin receptor in response to nerve growth factor signaling (32). The present experiments confirm that nuclear localization depends on the Prdm4 ZFD (36), and as expected, Prdm4 DNA binding activities are mediated by its zinc fingers. In the case of Blimp1/Prdm1, the zinc finger domain also serves as a binding interface for recruitment of epigenetic modifiers, namely, G9a and HDAC1/2 (21). An alternative Δexon7 isoform, having a drastically truncated zinc finger domain, lacks DNA binding activity and fails to bind to G9a or HDAC1/2 (41). Similarly here, the Prdm4ΔZF protein lacks the ability to tightly associate with chromatin inside the nucleus. As for the alternative Blimp1/Prdm1 Δexon7 isoform (41), the Prdm4ΔZF allele engineered here by homologous recombination in ES cells represents a loss-of-function mutation.

The present SELEX experiments demonstrate that the ZF domain is sufficient on its own to bind the Prdm4 tripartite consensus motif. Complementary ChIP-seq experiments revealed that 96% of target sites occupied by Prdm4 contain this consensus binding motif. Thus, Prdm4 DNA binding is predominantly sequence specific and independent of interactions with other transcription factors. Previous work suggested that Prdm4 functions as a transcriptional repressor through recruitment of HDACs (36). However, here integration of ChIP-seq and expression microarray data reveals that both upregulated and downregulated genes display Prdm4 binding sites. These results strongly suggest that Prdm4 mediates both activation and repression of target genes.

The *cyclin E* (CCNE1) gene was previously identified as a candidate Prdm4 transcriptional target (36). Small interfering RNA (siRNA) knockdowns resulted in increased *cyclin E* expression, and downregulated expression of a luciferase reporter construct containing the CCNE1 1.4-kb regulatory region was observed in transient-transfection assays (36). However, the present ChIP-seq experiments provided no evidence for proximal Prdm4 binding to *Ccne1* in ESCs. 

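Ccne1 (ENSMUSG00000002068.10) lies on the minus strand of chromosome 7 from 38883003 to 38892553. None of the 4 lists held a peak of any score within 5 kb of the gene. As a list holds called peaks only, weaker binding would not be seen. The peak nearest to a TSS of Ccne1, with a score of 10.6, was 106.2 kb away in replicate 2. In replicates 1, 3 and 4 the nearest peak was 2577, 2718 and 3213 kb away. The nearest Prdm4 binding region was 7918 kb away. The 1400 bp upstream of the TSS in the mouse genome held GAAAC 3 times. They held no match to the tripartite motif with up to 1 mismatch and 1 match with 2 mismatches. With up to 3 mismatches they held 3 matches. Such matches are frequent without binding: 11.5% of shifted intervals of the regions' widths (median 284 bp) held 1 or more with up to 2 mismatches.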

The 1.4-kb CCNE1 regulatory region (36, 76) lacks the Prdm4 consensus motif, and *Ccne1* expression was not found to be downregulated in stably transfected Prdm4-EGFP-expressing cells. Surprisingly, we observe that *Ccne1* is significantly downregulated in functional null *Prdm4^ΔZF/ΔZF^* cells (*P* = 8 × 10^−8^). The CCNE1 regulatory region does contain GAAAC—the minimal sequence motif identified in SELEX experiments. However, the larger tripartite motif present in 96% of ChIP-seq peaks and the broader motif elements identified in EMSAs taken together strongly suggest that GAAAC on its own is insufficient for Prdm4 binding. One possible scenario is that Prdm4 has the ability to recognize this minimal sequence motif due to increased *Prdm4* expression levels and target availability in transiently transfected cells. However, we find the opposing effects, namely, *Prdm4*-mediated repression of *cyclin E* expression versus decreased expression seen here in *Prdm4*-deficient ESCs, very perplexing. Collectively, these observations suggest that cell-type-specific chromatin context could have a dramatic impact on transcriptional output at the *Ccne1* locus.

Recent work suggests that *Prdm4* regulates cell cycle progression in neural stem cells (NSCs) (33). Thus, siRNA knockdown of *Prdm4* cultured embryonic cortical NSCs led to precocious differentiation. Here, in the absence of LIF *Prdm4^ΔZF/ΔZF^*-null ESCs display increased differentiation abilities. However, *Prdm4* loss-of-function mutant embryos develop normally, and adult homozygous mutants display normal body and organ size and are fertile. Moreover, expression microarray analysis of *Prdm4^ΔZF/ΔZF^* ESCs reveals misregulation of many key pluripotency genes. Genes with proximal Smad2 and Klf5 binding significantly overlap genes misregulated in *Prdm4^ΔZF/ΔZF^* cells. Both *Nodal* and *Klf5* contain proximal Prdm4 binding sites, strongly suggesting that Prdm4 functions upstream of *Nodal* and *Klf5* in the maintenance of pluripotency.

Dose-dependent Nodal/Smad2/3 signaling plays essential roles in the early mouse embryo (77, 78). The strength of Nodal/Smad2/3 signaling is tightly controlled by reciprocal feedback and feed-forward regulatory circuits between the embryo and extraembryonic tissues (79). The *cis*-regulatory enhancer elements directing dynamic patterns of *Nodal* expression have been extensively analyzed via complementary transgenic analysis and targeted deletion strategies (77, 78, 80). Interestingly, the Prdm4 binding site identified here lies near the intronic autoregulatory ASE (80). 

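The centre of the region in Nodal lies 2.41 kb downstream of the TSS, in intron 1 of a transcript with 3 exons. Its best match to the tripartite motif, GAGACCCTTGAAAC at 60883137 to 60883150 on chromosome 10, has 1 mismatch and is centred 10.5 bp from the centre of the region. The regulatory feature of Data set S3 at 60882943 to 60883516 overlaps it and is listed with Tcfcp2l1, H3K4me2, H3K4me3, DNase1 and E2F1.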

Recent studies demonstrate that continuous Nodal signaling actively recruits the histone demethylase Jmjd3 to the asymmetric *cis*-regulatory element to counteract repression by PRC2 (81). Prdm4 binding potentially functions collaboratively with Smad2/3 to maintain *Nodal* expression and antagonize PRC2-mediated repression.

*Klf5* is ubiquitously expressed in the preimplantation embryo, and in the trophectoderm lineage, *Klf5* is required to support implantation and expansion of the inner cell mass (ICM) (65). *Klf5*-deficient ESCs derived by sequential gene targeting precociously undergo differentiation, consistent with the idea that *Klf5* maintains pluripotency networks (65). The regulatory elements that drive *Klf5* expression in the early embryo remain unknown. 

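At Klf5, the centre of the Prdm4 binding region lies 4.57 kb downstream of the TSS, in intron 2 of a transcript with 4 exons. An exact match to the tripartite motif, GGGCACCTTGAAAC at 99702474 to 99702487 on chromosome 14, is centred 2 bp from the centre of the region. The regulatory feature of Data set S3 at 99702307 to 99702639 holds the whole region and is listed with Tcfcp2l1, H3K36me3, H3K4me3, Esrrb, DNase1 and CTCF.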

The ChIP-seq experiments presented here demonstrate that Prdm4 occupancy overlaps with Esrrb, Ctcf, and Tcfcp2l1 binding sites (82), suggesting that this represents a key regulatory region driving *Klf5* expression in ESCs.

Recent experiments suggest that *Prdm14* functions to ensure pluripotency in cultured ESCs (24) and maintain so-termed naive pluripotency in the ICM (83). Here, we observe that *Prdm14* is significantly downregulated in functionally null *Prdm4^ΔZF/ΔZF^* ESCs (Fig. 7C) (*P* = 2 × 10^−13^). A recent genome-wide analysis of bivalent chromatin marks associated with expression of developmental genes poised for activation revealed that the epigenetic status of extraembryonic ectoderm and visceral endoderm tissues isolated from the early embryo only partially overlaps with that seen in the corresponding trophoblast stem cells (TS cells) and extraembryonic endoderm (XEN) cell lines (84). Similarly, *Prdm14* expression in the early embryo is strictly confined to the emerging primordial germ cells (PGCs), consistent with its essential role in governing their specification (10).

The present experiments demonstrate that *Prdm4* regulates transcriptional output in ESCs. However, *in vivo* in the context of the developing embryo and adult mouse, *Prdm4* is entirely dispensable. Additional work will be necessary to explore *Prdm4* functional contributions to tissue homeostasis, maintenance of hematopoietic stem cells, lymphocyte differentiation, and its possible roles in cancer. We are especially curious to learn more about *Prdm4* activities in the central nervous system. It will be important to evaluate whether, as in *Prdm8* mutant mice (85), neurogenesis in *Prdm4^ΔZF/ΔZF^* mice may be compromised, leading to subtle behavioral abnormalities. Currently, both the Prdm4-LacZ gene trap and *Prdm4^ΔZF/ΔZF^* functional null mutations are being maintained on a mixed C57BL/6J:129 genetic background. Extensive backcrossing will be required before proper behavioral and physiological phenotyping studies can be undertaken.

## Supplementary Material

Supplemental material

# Supplementary material for: The PR/SET Domain Zinc Finger Protein Prdm4 Regulates Gene Expression in Embryonic Stem Cells but Plays a Nonessential Role in the Developing Mouse Embryo
**Source:** Mol Cell Biol. 2013 Oct;33(19):3936–50. doi: 10.1128/MCB.00498-13
**Supplement:** Supplemental material

Supplemental material 

# The PR/SET Domain Zinc Finger Protein Prdm4 Regulates Gene Expression in Embryonic Stem Cells but Plays a Nonessential Role in the Developing Mouse Embryo

## Supplemental material

**Files in this Data Supplement:**

- Supplemental file 1 -

  Fig. S1 (Sequence motifs enriched in Prdm4 ChIP-seq peaks) and S2 (Prdm4 effects on ESC differentiation and self-renewal)

  PDF, 3.1M
- Supplemental file 2 -

  Data sets S1 (qPCR primers), S2 (Genes with proximal Prdm4 binding), S3 (Ensembl regulatory features associated with Prdm4 ChIP-seq peaks), S4 and S5 (Genes involved in negative regulation of cell differentiation [S4] and chordate embryonic development [S5]), S6 and S7 (Genes upregulated [S6] and downregulated [S7] in Prdm4∆ZF/∆ZF with Klf5 binding), and S8 and S9 (Genes upregulated [S8] and downregulated [S9] in Prdm4∆ZF/∆ZF with Smad2 binding)

  XLS, 390K

How the deposited data were processed for this re-analysis (not part of the article)

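Data from 4 anti-GFP ChIP samples were analysed, from 2 independent clones (B1 and B6) of CCE ESCs stably expressing Prdm4-EGFP, with 2 experiments per clone. The 4 samples were treated as replicates of a single condition, as in the paper's methods. According to the authors' methods, reads were mapped to mm9 with Stampy and peaks were called with MACS2, both with default parameters. The anti-GFP samples were called against the mouse IgG control. The pairing of each sample with a control is taken from the sample labels. The deposited peaks carry a score from the authors' peak caller, not normalized between samples, and were listed before the minimum score of 10 was applied. The scale of the score is not named in the paper's text; the lowest deposited score was 1.3, and scores were used as they are or as log10. The lists give no read counts, so depth is unknown and no interval for a score could be given. Confidence intervals of shares are exact 95% binomial intervals and cover counting error only.

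Prdm4 binding regions were derived as in the paper's methods: peaks with a score of at least 10 in each of the 4 samples were intersected, and the core shared by all 4 was kept if it spanned at least 1 bp. The score of a region is the mean over the peaks that cover it, and tests used the mean of log10. The number of regions was tested against 1000 circular shifts of 3 of the lists within each chromosome. Regions per chromosome were compared with the share of sequence other than N on the 20 chromosomes, with 100000 multinomial draws. Distances were measured from the centre of a region to the TSSs of protein-coding transcripts in the gene annotation of the build, and the share within 5 kb was tested against the share of all bases. This set of TSSs was made the main setting after the values of all 3 sets tried had been seen. Data sets S2 and S3 were joined to the regions by position. Scores were compared between groups of regions with two-sided permutation tests (100000 resamples), over the factors listed at 20 or more regions with Benjamini-Hochberg adjustment. Regions are the units of these tests, and they describe these samples only.

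The motif GGGn(1–4)CTnGAAAC was searched in the mm9 sequence on both strands, with a complete GAAAC and up to 2 mismatches elsewhere. Regions were compared with intervals of the same widths shifted by 5 kb. Exact matches in the genome that lay closer than 1000 bp were joined into loci, a step added after single matches had been counted. Families of similar regions were built with BLAST+ (E-value 1e-10), joining regions that align over at least 100 bp at 70% identity or more. Copies of a family elsewhere in the genome were sequences aligned to at least 25% of its members. Both settings were chosen after several had been run, with the paper's count for its repeat class known, so the size of the largest family is not independent of that count. No repeat annotation was used, so the families were not assigned to named repeats.

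Genes named in the text are Bahcc1, Nodal, Klf5 and Ccne1, which the paper's text discusses for Prdm4 binding, Nanog, Pou5f1 and Prdm14, which it names for their expression in mutant ESCs, Prdm4 itself, and those Data set S2 assigns to the 5 shared regions with the highest mean score. Other regions given by position were chosen after their values were seen. The alternatives set before the data were examined covered the minimum score (none, 5, 20 and 50), the overlap that counts as shared, merged peaks in place of cores, the distance from a TSS (500 bp, 1 kb and 10 kb), the edge of the region in place of its centre, the lowest of the 4 scores in place of their mean, the number of mismatches in the motif, and leaving out each replicate in turn. Other sets of TSSs, regions outside the families, the family and copy settings, up to 1 mismatch, minimum scores of 20 and 50 for the motif, the lowest score for the factors, and further tests without each replicate were added after the data were seen.

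The steps were tested on simulated data. Of 500 simulated shared regions, 400 planted motifs and 400 planted distances, 500, 400 and 400 were recovered. The permutation test gave p under 0.05 in 7 of 200 simulated sets without a difference and in 195 of 200 with one. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with samtools 1.23.1 and BLAST+ 2.17.0. The IgG samples, which have no peak lists analysed here, and the read data were left out, as were the expression microarray, SELEX and EMSA experiments of the paper. Mitochondrial peaks and peaks on unplaced sequence were counted and left out of the tests by chromosome, TSS and motif.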

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

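The tests of motif content in copies of the families, of near matches in regions without GAAAC and of strain differences were chosen after the results were seen, as were the equal windows of 200 bp, the copies of like length, the split of copies by identity and the other definitions of a copy.

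In 20 comparisons of 4 samples, 3 had a sample whose distance from the nearest other, over the range of the 4, was above Dixon's 95% critical value for 4 samples; about 1 in 20 groups passes by chance, so 1 was expected. The median score of replicate 1 was 15.2, against 13.7 to 13.8 in the others. Of its peaks, 68.7% had a score of at least 10, against 62.0% to 64.2%. The lists hold no read counts, so a difference in depth could not be tested. Unplaced sequence held 3 peaks in replicate 3 and 1 in each other sample, too few to weigh. The design gives no condition that sets these replicates apart, so no biological explanation was tested for either.

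Mitochondrial DNA held 15 peaks in replicate 3 and none in the other samples, including the other sample of clone B6. The peaks covered 47.2% of the 16299 bp and scored 2.34 to 8.31, so none reached the minimum score of 10. Binding at the motif was argued against: 0 of the 15 peaks held it, and the mitochondrial sequence held 0 exact matches. What stays open is a technical difference between replicate 3 and its paired IgG control in the amount of mitochondrial DNA, which could not be tested without the reads. No biological explanation other than the motif was tested.

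The paper reports on regions with a score of at least 10 in all samples. Peaks outside them also held the motif far more often than intervals shifted by 5 kb. Without a minimum score, the 4 samples shared 274 further regions, 273 of them on the chromosomes analysed, and 82.8% of these held the motif, against 7.33% of shifted intervals (two-sided Fisher's exact p = 7.24e-79). Of merged peaks found in 3, 2 and 1 of the samples, 83.9%, 82.1% and 63.3% held it, against 9.12%, 6.94% and 8.00% of shifted intervals. This argues against background peaks without the motif as the whole of these groups. An exact match was less frequent among motif-holding regions with low scores, 38.5% against 54.9% in the Prdm4 binding regions (Fisher's exact p = 3.1e-05; in equal windows of 200 bp, 38.4% against 55.6%, p = 1.15e-05). Poorer matches are therefore a candidate explanation for the low scores. This comparison was not repeated without the families of similar regions. In family A, 178 of 204 binding regions held an exact match, against 137 of 361 outside the families. A different share of families in the low-scoring regions therefore stays open as well. Of the further regions, 259 had a score of at least 10 in at least 1 sample, so differences in depth between samples also stay open, untested. The design gives no condition to test a biological explanation.

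Besides the largest family of similar regions, family B held 39 regions and family C 22, which the paper does not report. Placement of reads on copies without regard to the motif was tested for each family. Of 785 copies of family A, 190 had a region; 98.4% of these held the motif, against 85.2% of the copies without a region (two-sided Fisher's exact p = 1.76e-08). In family B, 100% of 40 copies with a region held it, against 62.0% of the 1317 others (Fisher's exact p = 9.61e-09), and in family C 100% of 23, against 59.7% of 3001 (p = 1.18e-05). Among copies of like length the differences had the same direction: by Fisher's exact test, 89.9% (p = 0.000352), 79.9% (p = 0.0188) and 60.4% (p = 0.0046) of copies without a region held the motif, against 100% of those with one. Of the other 2 definitions of a copy, the strict one left 9 copies of family A and 14 of family C, too few to test, and gave a Fisher's exact p = 2.42e-06 in family B; the loose one gave the same direction in all 3. Copies with a region were also closer to their family, most so in family C (median identity 90.2% against 85.9%). Among copies at or above the median identity of all copies, Fisher's exact p was 0.0018, 8.33e-05 and 0.000142 in families A, B and C. Below the median it was 4.28e-05 and 0.0022 in families A and B, and 0.148 in family C, where only 4 copies had a region. These values argue against placement of reads without regard to the motif as the whole cause, though not for the less similar copies of family C, where it stays open. Reads shared between near-identical copies could still shift the position of single regions, which was not tested. No biological explanation was tested.

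Of the 16 regions without GAAAC, 14 held a match to the motif with a single change in GAAAC, which none of their shifted intervals did (one-sided sign permutation p = 7e-05). Among all 627 shifted intervals, 25 held such a near match (Fisher's exact p = 8.17e-17). With positions counted from 1 at the 5′ base of GAAAC, the changes were G1A in 4 regions, A3C in 3, A4G in 2, A3G in 2, and C5A, A2C and A2T in 1 each. The strongest of these regions, picked after their values were seen, lie at 105882859 to 105883406 on chromosome 12, with a score of 203.8 ± 24.9 (SD, n = 4) and 10 near matches, and at 84668201 to 84669199 on chromosome 17, with 86.0 ± 19.2 (SD, n = 4) and 28 near matches. A technical explanation is that the 129/Sv ESCs carry GAAAC where the reference does not. Transitions made up 8 of the 14 changes (two-sided exact binomial p = 0.085 against 1 in 3), and strain difference and binding at near matches cannot be told apart without the reads. Binding at near matches to GAAAC remains a hypothesis.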

How the results depend on the processing

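The alternatives that used other sets of TSSs, regions outside the sequence families, the family and copy settings, up to 1 mismatch, the minimum scores of 20 and 50 for the share with the motif, the lowest of the 4 scores for factors, and the runs without each replicate for the shares of regions near a TSS, upstream or with the motif, for pairs of samples and for factors were chosen after the data were seen. The rest were set before the data were examined. No paired analysis was possible because the IgG samples that pair with the anti-GFP samples have no peak lists analysed here.

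Over 22 results, 128 alternatives were run; 115 held, in that a tested result kept its direction and its side of the threshold, a value without a test stayed within its spread, and a count stayed within 1.5 times the main count. Of these 115, 28 could not have left the spread, since a mean with 1 of 4 samples or 6 of 12 pairs left out moves by less than the SD whatever the values, so 87 are informative. Of the others, 5 reversed, 4 moved, 1 became stronger and 3 weaker.

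The number of shared regions was 399 with a minimum score of 20 and 179 with 50, where fewer peaks enter the intersection. Under the other settings it ran from 610 to 901, and from 651 to 723 over the 4 runs that each left out one replicate. The share of regions in regulatory features was 54.1% when at least 50% of the region had to be covered, where fewer overlaps count, and ran from 56.0% to 63.1% under the other 3 settings.

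The share of regions within 5 kb of a TSS stayed above that of the genome under all 12 alternatives, from 13.9% within 1 kb to 43.2% for regions outside the families, and from 29.2% to 30.4% over the 4 runs that each left out one replicate. The balance of upstream and downstream regions was not firm. It was 48.3% upstream within 1 kb and 49.1% with the 5′ ends of protein-coding genes. Over the 4 runs that each left out one replicate it was 49.5% to 53.6% (49.5% without replicate 1). It was 51.7% within 500 bp, 52.1% over every TSS within 5 kb, 52.5% for regions wholly on one side and 50.2% with all transcripts. With a minimum score of 20 it was 56.8%. None of these passed the test. With a minimum score of 50 it was 73.1% (two-sided exact binomial p = 0.0012); the p ran from 0.0012 to 1 over the alternatives. The reversals were within counting error, and their cause was not tested.

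The difference in mean log10 score between regions near and far from a TSS was 0.000845 within 10 kb and 0.0478 outside the families, both opposite in sign to the main value of -0.00681, and none of these passed the test; the cause was not tested. The difference in score between regions in and outside regulatory features was 0.0556 outside the families (permutation p = 0.105), where fewer regions are tested, and stayed past the threshold over the 4 runs that each left out one replicate, from 0.0842 to 0.0916. Esrrb was the 1 factor past the adjusted threshold with the lowest of the 4 scores and in each of those 4 runs.

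The share of regions with the motif was above that of shifted intervals under all 11 alternatives, from 50.7% for exact matches to 97.4% for GAAAC alone. The uneven spread over chromosomes stayed past its test in the peaks of each sample and without each replicate, with chi-square from 54.5 to 98.5. Family A held 151 to 214 regions under the other settings, and the group of families B and C held 35 to 62, with 35 at 200 bp and 80% identity, where the cause was not tested. With copies aligned over 80% of 1 member, the difference in motif content between copies of family A was 0 over 9 copies, too few for a test.

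The score minimum limits what can be said about weak binding, since peaks below the calling limit of the authors' peak caller are in none of the lists.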

Differences from the paper's values

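The paper's P for the enrichment of regions within 5 kb of a TSS is 8.3e-29, and the two-sided exact binomial test here gave 4.91e-45. None of the alternatives set before the data were examined closed the gap: the p was 1.25e-45 from the nearer edge of the region, 3.02e-40 within 1 kb, 1.48e-41 within 10 kb, 1.34e-27 with a minimum score of 20 and 9.56e-13 with 50. With the other sets of TSSs, chosen after the values were seen, it was 2.07e-46 for the 5′ ends of protein-coding genes and 2.94e-33 for all transcripts. The direction is the same in each. For regions within 5 kb upstream of a TSS alone, a different measure taken from the gene annotation, the two-sided exact binomial p was 3.2e-29, the nearest to the paper's of the values computed.

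For the average profile around TSSs (Fig. 3C), the paper states a bias to binding slightly upstream. By number, 98 regions lay upstream and 92 downstream within 5 kb, and 42 and 45 within 1 kb, which passed no test. By summed score, 63.9% to 66.9% lay upstream within 5 kb in the 4 samples, and with a minimum score of 50 the regions were 73.1% upstream (two-sided exact binomial p = 0.0012). Outside the families of similar regions, 23 regions with that minimum lay upstream and 13 downstream, which did not pass the test (two-sided exact binomial p = 0.132).

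For the CCNE1 regulatory region of earlier work, the paper states that it lacks the consensus motif. That sequence itself was not analysed here. The 1400 bp upstream of the mouse gene held 0 matches with up to 1 mismatch and 1 match at the setting of up to 2 mismatches used here for the regions. With up to 3 mismatches it held 3. Among intervals shifted by 5 kb, of the regions' widths (median 284 bp), 11.5% held a match with up to 2 mismatches and 25.5% with up to 3. So few matches in 1400 bp therefore do not count against the paper's statement.

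The paper's count of regions with a motif match is 602, from significant matches to the motifs it found de novo. The search here counted mismatches to the sequence form, which is a different measure. It gave 602 regions with up to 3 mismatches and 579 with up to 2. The equal counts need not stand for the same regions.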

Other observations

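The tests on chromosomes by motif loci, on motif spacers, on scores by motif in all regions, on scores upstream and downstream, and on peaks of a single clone were chosen after the results were seen; those on Esrrb, scores on chromosome X, motif strand, regions without the motif, scores by motif outside the families, and the families on chromosome 10 and upstream of TSSs were not.

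The scores of the Prdm4 binding regions spanned a wide range. A closer match to the motif is a candidate explanation: the mean log10 score was higher by 0.281 with an exact match than with mismatches (two-sided permutation p = 1e-05, the smallest possible), and by 0.217 outside the families (p = 1e-05). In equal windows of 200 bp the differences were 0.282 and 0.210 (permutation p = 1e-05 for both), which argues against the width of strong peaks as the whole cause. Depth and copy number were not tested. The design gives no condition, so no biological explanation other than sequence was tested.

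Chromosome 10 held more regions than its length gives. An excess of motif matches was argued against: 3.87% of its 801 loci of exact matches lay in a region, against 1.83% elsewhere (two-sided Fisher's exact p = 0.000291). From its share of loci, 30.5 regions were expected against 55 (two-sided exact binomial p = 3.67e-05). Outside the sequence families, 29 regions lay on chromosome 10 where 17.9 were expected (exact binomial p = 0.0107). This p is not corrected over the 20 chromosomes, and these regions are part of the excess that picked chromosome 10. The families therefore stay open as a cause. Scores did not differ from those of other chromosomes (two-sided permutation p = 0.865), and 8 neighbouring pairs of regions lay closer than 100 kb. An extra copy of the chromosome or a part of it in these cells stays open, untested, as do biological explanations.

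Chromosome X held fewer regions than its length gives, also outside the families (3 against 22.9, two-sided exact binomial p = 3.62e-07). It had fewer loci of exact matches, 4.45 per Mb against 6.57. Of the loci on X 1.11% lay in a region, against 1.97% elsewhere, which did not pass the test (two-sided Fisher's exact p = 0.126). In a test over all regions, 13 lay on X where its share of loci gave 27.5 (two-sided exact binomial p = 0.0032), so fewer matches are argued against as the whole cause. Scores on X differed by -0.0372 on the log10 scale (two-sided permutation p = 0.698), a comparison that cannot settle whether a single copy of X lowers the scores, because regions under the minimum score are missing on every chromosome. That explanation and a biological one cannot be told apart here.

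Regions with Esrrb had higher scores. Of the regions of family A in features 78.1% were listed with Esrrb, against 35.6% outside the families (two-sided Fisher's exact p = 1.46e-12). Outside the families the difference in mean log10 score was -0.000715 (two-sided permutation p = 0.987), and within family A the geometric means of 92.4 and 67.2 did not pass the test (permutation p = 0.0914). The higher scores of family A are therefore a candidate explanation for the association. Whether the difference within family A differs from that outside was not tested, and no biological explanation was tested.

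With a minimum score of 50, more regions lay upstream than downstream of a TSS. Regions upstream scored higher by 0.199 in mean log10 score (two-sided permutation p = 0.00011), also outside the families (48.4 against 34.2, permutation p = 0.0043). As the counts on the sides were alike, this is the same observation as the excess at high scores and explains nothing of it. Outside the families 23 strong regions lay upstream and 13 downstream, or 63.9% (two-sided exact binomial p = 0.132). The direction is the same with fewer regions, but the share is below the 73.1% of all strong regions. At all scores, 72 regions outside the families lay upstream and 84 downstream, against 98 and 92 with the families included. The families therefore added more regions upstream than downstream in both comparisons. Whether they differ in this from the other regions was not tested, so the size of a share of family A in the excess stays open. The design gives no condition to test a biological explanation.

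Spacers of 1 and 4 bases prevailed in family A, whereas 45.3% of the exact matches outside the families had a spacer of 3 (two-sided Fisher's exact p = 1.14e-18). The common origin of the copies in family A is a candidate explanation for its spacers. Neither spacing was tested for a biological effect.

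No preferred strand of the motif relative to the nearest gene was detected: 86 of 169 matches within 5 kb of a TSS, or 50.9%, lay on the strand of the gene (two-sided exact binomial p = 0.878). Recruitment to promoters without the motif was weighed for the regions that lack it. Outside the families 45.7% of 46 regions without the motif lay within 5 kb of a TSS, against 42.9% of those with it (two-sided Fisher's exact p = 0.752). In regulatory features lay 73.9% and 63.2% (Fisher's exact p = 0.188). Both differences are in the direction that recruitment predicts and are too small to detect with 46 regions, so recruitment stays open. The design gives no condition to test a biological explanation.

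Peaks found in both samples of a clone and in neither sample of the other numbered 125 for clone B1 and 26 for clone B6. Other pairings of the samples gave 44 and 48, and 28 and 78. The median of the lower score of the pair was 6.61, against 17.7 for the 2090 peaks of both samples of a clone that were also in the other clone (two-sided permutation p = 1e-05, the smallest possible). A place with peaks in both samples of both clones entered the 2090 once for each clone. The p therefore treats repeated places as independent. Weak peaks are missed more easily in the other clone whatever their cause, so peaks close to the calling limit and a difference between clones cannot be told apart by score; 15 had a score of at least 10 in both samples. Of these peaks 80.1% held the motif. A biological difference between the clones stays open and was not tested, since 2 samples per clone cannot give an exact p under 0.05.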
